# Chronic ingestion of soy peptide supplementation reduces aggressive behavior and abnormal fear memory caused by juvenile social isolation

**DOI:** 10.1038/s41598-024-62534-w

**Published:** 2024-05-21

**Authors:** Hideki Tamura, Akiko Miyazaki, Takashi Kawamura, Hikaru Gotoh, Naoki Yamamoto, Minoru Narita

**Keywords:** Stress and resilience, Social behaviour, Fear conditioning

## Abstract

Juvenile loneliness is a risk factor for psychopathology in later life. Deprivation of early social experience due to peer rejection has a detrimental impact on emotional and cognitive brain function in adulthood. Accumulating evidence indicates that soy peptides have many positive effects on higher brain function in rodents and humans. However, the effects of soy peptide use on juvenile social isolation are unknown. Here, we demonstrated that soy peptides reduced the deterioration of behavioral and cellular functions resulting from juvenile socially-isolated rearing. We found that prolonged social isolation post-weaning in male C57BL/6J mice resulted in higher aggression and impulsivity and fear memory deficits at 7 weeks of age, and that these behavioral abnormalities, except impulsivity, were mitigated by ingestion of soy peptides. Furthermore, we found that daily intake of soy peptides caused upregulation of postsynaptic density 95 in the medial prefrontal cortex and phosphorylation of the cyclic adenosine monophosphate response element binding protein in the hippocampus of socially isolated mice, increased phosphorylation of the adenosine monophosphate-activated protein kinase in the hippocampus, and altered the microbiota composition. These results suggest that soy peptides have protective effects against juvenile social isolation-induced behavioral deficits via synaptic maturation and cellular functionalization.

## Introduction

Chronic social isolation (SI) is a highly stressful situation for gregarious animals and humans^1^ and causes severe emotional and psychological harm and cognitive deterioration^2^. In particular, during juvenility and adolescence, the deprivation of social experience due to peer rejection is detrimental to adult brain function^3^ and is implicated in the etiology of neuropsychiatric disorders, including autism spectrum disorder, attention deficit/hyperactivity disorder (ADHD), schizophrenia, and depression^4–6^. Because early to late adolescence is the period of critical reorganization of brain neural networks, including in the medial prefrontal cortex (mPFC), which are sensitive to environmental factors, such as stress and malnutrition^7,8^, early intervention during this period may reduce the onset and development of these disorders in adulthood.

A growing body of evidence indicates that juvenile SI after weaning induces various neurochemical, physiological, and behavioral abnormalities in rodents^6,9^. Mice reared in isolation exhibit increased aggression and impulsivity, hyperactivity in novel environments, aberrant social behavior, prepulse inhibition deficit, depression-like behavior, and cognitive impairment^10–15^. These abnormal behaviors are associated with alterations in the molecular, neuroanatomical, and neuronal excitability of the brain regions corresponding to emotions. For example, SI affects excitatory and inhibitory synaptic transmission; the monoaminergic system; and neurotrophin and neuropeptide expression in the mPFC, amygdala, hypothalamus, and hippocampus^16–19^. In addition, it leads to a decrease in pyramidal neuron spine density and impaired dendritic spine maturation and myelination in mPFC^15,20,21^ as well as to a reduction in neurogenesis in the hippocampus^13^. Furthermore, post-weaning SI causes a reduction of synaptic excitability in the mPFC in adulthood^22^ and hyperactivation of the hippocampus^23^. Interestingly, preventing these changes could ameliorate post-weaning SI-induced sociability deficit and aggression^24,25^. These data indicate that synaptic abnormality in mPFC and hippocampal dysfunction due to deprivation of social contact during juvenility could be responsible for some emotional behavioral changes in adulthood.

Nutrition, including nutritional supplements, is recognized to play an important role in the development of brain functions and structures such as cognitive and emotional networks, especially during adolescence^26^. Some nutritional supplements, such as fish oils, fatty acids, micronutrients, and soy peptides, have been reported to improve emotional and cognitive brain function^27–30^. Peptides from soybean hydrolysate are particularly interesting in this regard because they are absorbed from the small intestine into the blood without degradation, reach the brain through the blood–brain barrier, and highly concentrated in the forebrain, hippocampus, striatum, and hypothalamus^31–33^, indicating the possibility of direct modulation of neuronal signaling pathways by soy peptides. Consistent with this finding, the activation of synaptic plasticity signaling by soy peptides has been shown in aging-related cognitive dysfunction in mice^34^. It has been suggested that soybean-derived glycine-arginine dipeptide promotes neurogenesis in the hippocampus and cerebral cortex^32^; therefore, soy peptides could reorganize neural networks, thereby, improve recognition memory and cognitive dysfunction^27,28^. Moreover, soy peptides affect central monoamine transmission systems, in addition to exerting anxiolytic-like effects in adult mice^35,36^.

Based on these neuromodulatory effects of soy peptides, we hypothesized that soy peptides could mitigate detrimental alterations in neuronal function induced by post-weaning SI, resulting in the reduction of emotional abnormalities. Therefore, in this study, we aimed to examine the effects of soy peptides on aggression, impulsivity, and fear memory in isolation-reared mice using a dyadic social interaction test, variable time wait task, and contextual fear conditioning and investigated whether soy peptides influenced synaptic-associated proteins synaptophysin and postsynaptic density 95 (PSD95) in the mPFC, and adenosine monophosphate-activated protein kinase (AMPK), a soy peptides response signaling molecule^37^ and the downstream synaptic plasticity marker cyclic adenosine monophosphate response element binding protein (CREB) in the hippocampus. Given previous evidence for a potent influence on neuronal function through the interaction between the gut microbiota and the brain^38^, we further aimed to determine whether the composition of the microbiota was altered by the ingestion of soy peptides.

## Results

### Soy peptide ingestion ameliorates aggression, but not impulsivity, in SI mice

Group-house (GH) and SI mice were fed a diet consisting of soy peptides or a control diet for 4 weeks post-weaning (Fig. 1), thereby constituting the four study groups (control diet-fed GH, soy peptide-diet fed GH, control diet-fed SI, and soy peptide-diet fed SI mice). The body weight gain and daily food consumption did not differ significantly among these four groups, i.e., no significant main effects of diet (body weight gain: *F*_(1, 20)_ = 0.150, *p* = 0.6989; food consumption: *F*_(1, 20)_ = 1.324, *p* = 0.2635) and rearing (body weight: *n* = 6, *F*_(1, 20)_ = 0.3093, *p* = 0.5843; food consumption: *F*_(1, 20)_ = 0.2409, *p* = 0.6289; Supplementary Table S1).

**Figure 1:**
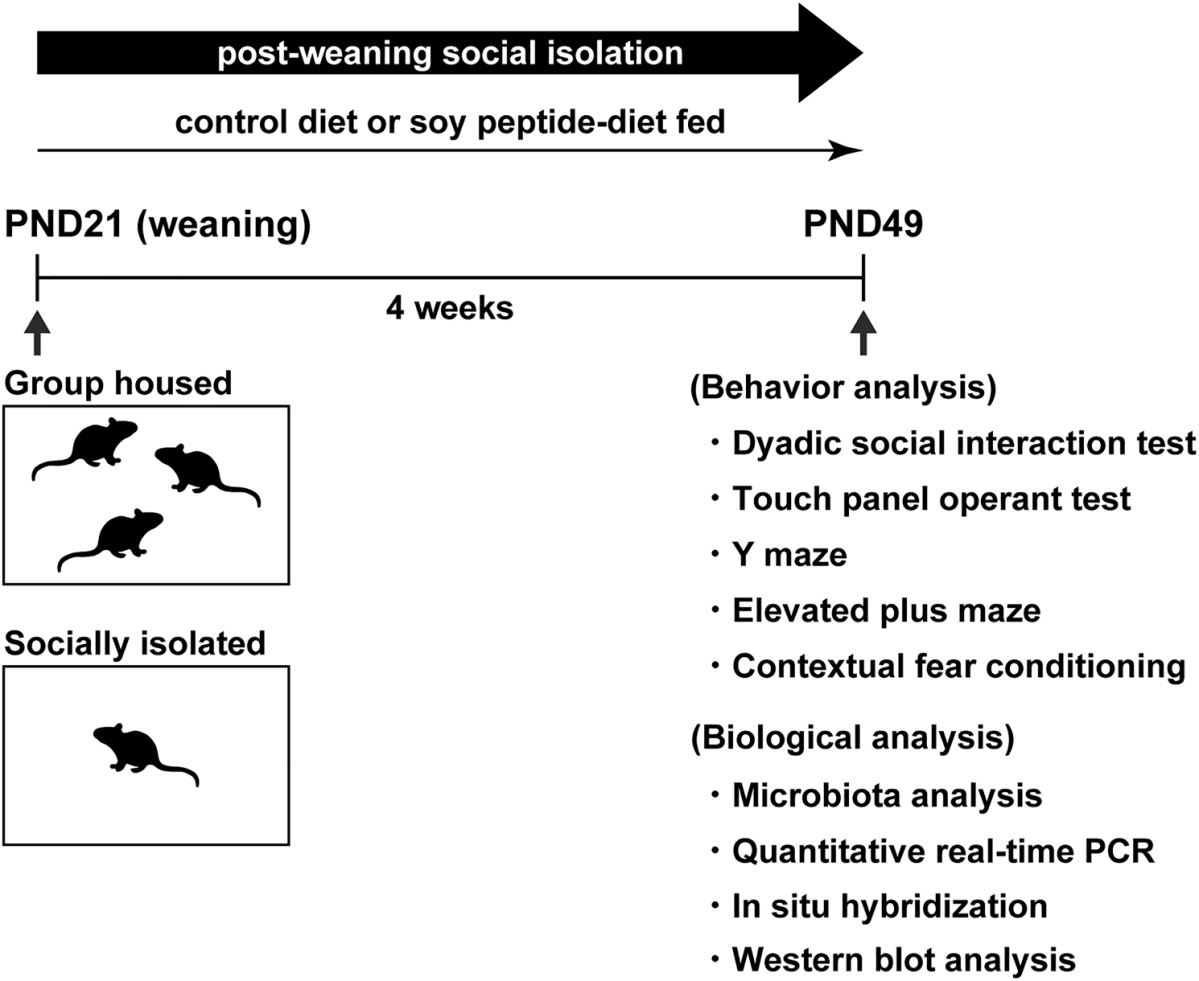
Experimental schedule. Mice were group-housed (3 mice/cage) or socially isolated from weaning and fed either a control diet or a soy peptide diet until the end of the experiments. After 4 weeks of social isolation and feeding a soy peptide diet, a dyadic social interaction test, touch panel operant test, Y maze, elevated plus maze, and contextual fear conditioning were performed. Other mice were used for microbiota analysis, quantitative real-time PCR, in situ hybridization, and western blot analysis. Different mice were used in each experiment.

The effect of ingestion of soy peptides on aggression in GH and SI mice was examined in the dyadic social interaction test. The behavioral phenotypes of mice were categorized into one of three categories (i.e., *exploration*, *dominanc*e, and *attack*), according to the degree of aggressive behaviors. All GH mice showed only social exploration toward an unfamiliar male, regardless of the type of diet (18/18; Fig. 2A). However, in the SI group, all control diet-fed mice showed a highly elevated level of aggression (*p* < 0.0001 *vs*. GH control and soy; Fig. 2A): six of nine mice had high social dominance status (6/9; 67%), and the others exhibited attacking behavior towards an unfamiliar mouse (3/9; 33%; Fig. 2A). Control diet-fed mice had more dominance events and longer dominance durations than GH mice (Supplementary Fig. S1A), and attacked an unfamiliar mouse for longer duration (Supplementary Fig. S1B). In contrast, soy peptide-fed SI mice displayed significantly less aggressive behavior (five mice engaged in social exploration [5/9; 56%] and the others engaged in social dominance [4/9; 44%]; *p* = 0.0294 *vs*. SI control; *p* = 0.0824 *vs*. GH soy; Fig. 2A). Soy peptide-fed SI mice had fewer dominance events than mice fed a control diet (*p* = 0.0392 *vs*. SI control; Supplementary Fig. S1A).

**Figure 2:**
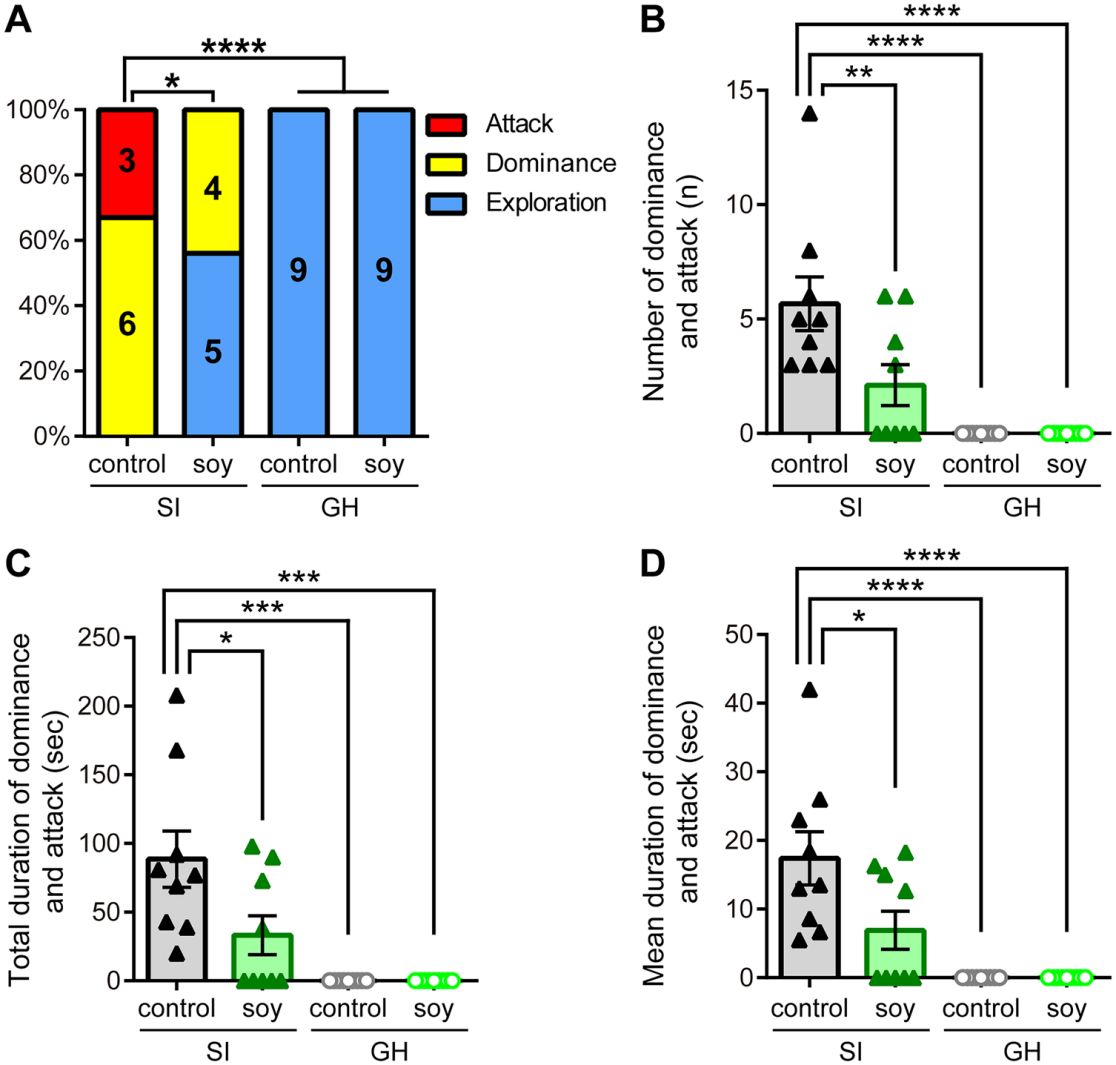
Effects of soy peptides on aggression. **(A)** The numbers and proportions of socially isolated (SI) and group-housed (GH) mice fed with control or soy peptide diet exhibiting only social exploration (blue), social dominance (yellow), or at least one biting attack (red) in the dyadic social interaction test. Digits inside columns indicate the number of samples. *p < 0.05, ****p < 0.0001; Fisher tests. **(B–D)** The number (**B**), total duration (**C**), and mean duration (**D**) of dominance and attack behavior are shown for SI mice given control diet (black closed triangles; *n* = 9) or soy peptide diet (dark green closed triangles; *n* = 9) and GH mice given control diet (gray open circles; *n* = 9) or soy peptide diet (light green open circles; *n* = 9). Among SI mice, soy peptide-fed mice show a significant decrease in offensive aggression toward an unfamiliar mouse when compared with control diet-fed mice. Data are expressed as mean and SEM. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001; two-way ANOVA with Tukey *post*-*hoc* test.

Two-way ANOVA for effects on aggressive behavior, including the number, total duration, and mean duration of dominance and attack behavior, showed significant main effects of rearing (number; *F*_(1, 32)_ = 27.76, *p* < 0.0001; total duration: *F*_(1, 32)_ = 23.76, *p* < 0.0001; mean duration; *F*_(1, 32)_ = 25.74, *p* < 0.0001) and diet (number; *F*_(1, 32)_ = 5.802, *p* = 0.0219; total duration: *F*_(1, 32)_ = 4.906, *p* = 0.0340; mean duration; *F*_(1, 32)_ = 4.741, *p* = 0.0369), and a significant interaction between rearing and diet (number; *F*_(1, 32)_ = 5.802, *p* = 0.0219; total duration: *F*_(1, 32)_ = 4.906, *p* = 0.0340; mean duration; *F*_(1, 32)_ = 4.741, *p* = 0.0369; Fig. 2B–D). While the number of aggression and the total and mean duration of aggressive behavior of control diet-fed SI mice were significantly greater than in the GH groups (SI control: number, 5.7 ± 1.1 times, *n* = 9, *q*_32_ = 7.678, *p* < 0.0001; total duration, 88.6 ± 19.4 s, *q*_32_ = 7.089, *p* = 0.0001; mean duration, 17.3 ± 3.7 s, *q*_32_ = 7.251, *p* < 0.0001 *vs*. GH control and soy; Fig. 2B–D), soy peptide-fed SI mice exhibited a significant increase in the number of aggression (SI soy: 2.1 ± 0.8 times, *n* = 9, *q*_32_ = 4.817, *p* = 0.0092 *vs*. SI control; Fig. 2B) and a shorter total and mean duration of threat behavior without biting toward an unfamiliar mouse than control diet-fed SI mice (SI soy: total duration, 33.2 ± 13.4 s, *q*_32_ = 4.330, *p* = 0.0184; mean duration, 6.9 ± 2.6 s, *q*_32_ = 4.355, *p* = 0.0210 *vs*. SI control; Fig. 2C,D), and had no significant difference from the GH groups (total duration, *q*_32_ = 2.660, *p* = 0.2563; mean duration, *q*_32_ = 2.897, *p* = 0.1921 *vs*. GH control and soy; Fig. 2C,D). Two-way ANOVA for effects on the number and total duration of exploration behavior showed significant main effects of diet (number: *F*_(1, 32)_ = 11.23, *p* = 0.0021; total duration: *F*_(1, 32)_ = 14.53, *p* = 0.0006) but no main effects of rearing (number: *F*_(1, 32)_ = 0.1255, *p* = 0.4159; total duration: *F*_(1, 32)_ = 2.475, *p* = 0.1255; Supplementary Fig. S1A,B). For mean exploration duration, there were main effects of rearing (*F*_(1, 32)_ = 20.31, *p* < 0.0001) but no main effects of diet (*F*_(1, 32)_ = 2.680, *p* = 0.1114; Supplementary Fig. S1C). Control diet-fed SI mice had significantly longer mean duration of exploration than GH mice (*p* < 0.001 *vs*. GH control and soy; Supplementary Fig. S1C). Overall, these data indicated that ingestion of soy peptides caused a decrease in aggression induced by isolation rearing.

Next, using the touch panel operant device (Fig. 3A), we evaluated waiting impulsivity, known as anticipatory or premature responding before the appearance of a target, with the variable time wait task. In the shaping procedure, GH and SI mice had similar motivation for the visual cue (white cross) on the touchscreen (Fig. 3B). The correct response rates (*n* = 12, *F*_(1, 11)_ = 1.590, *p* = 0.2334) and the session completion time (*F*_(1, 11)_ = 0.2887, *p* = 0.6017) were similar between the groups across test days (Fig. 3B). There was also no effect of SI on behavior response for two different visual cues: one (white cross) associated with trial-start and another (white square) associated with reward (*n* = 12, *F*_(1, 11)_ = 0.09309, *p* = 0.7660; Fig. 3C). Both groups of mice demonstrated an increase in the correct response rates (*F*_(2, 22)_ = 8.954, *p* = 0.0014) and a decrease in the session completion time (*F*_(2, 22)_ = 13.83, *p* = 0.0001) to a similar extent over test days (Fig. 3C).

**Figure 3:**
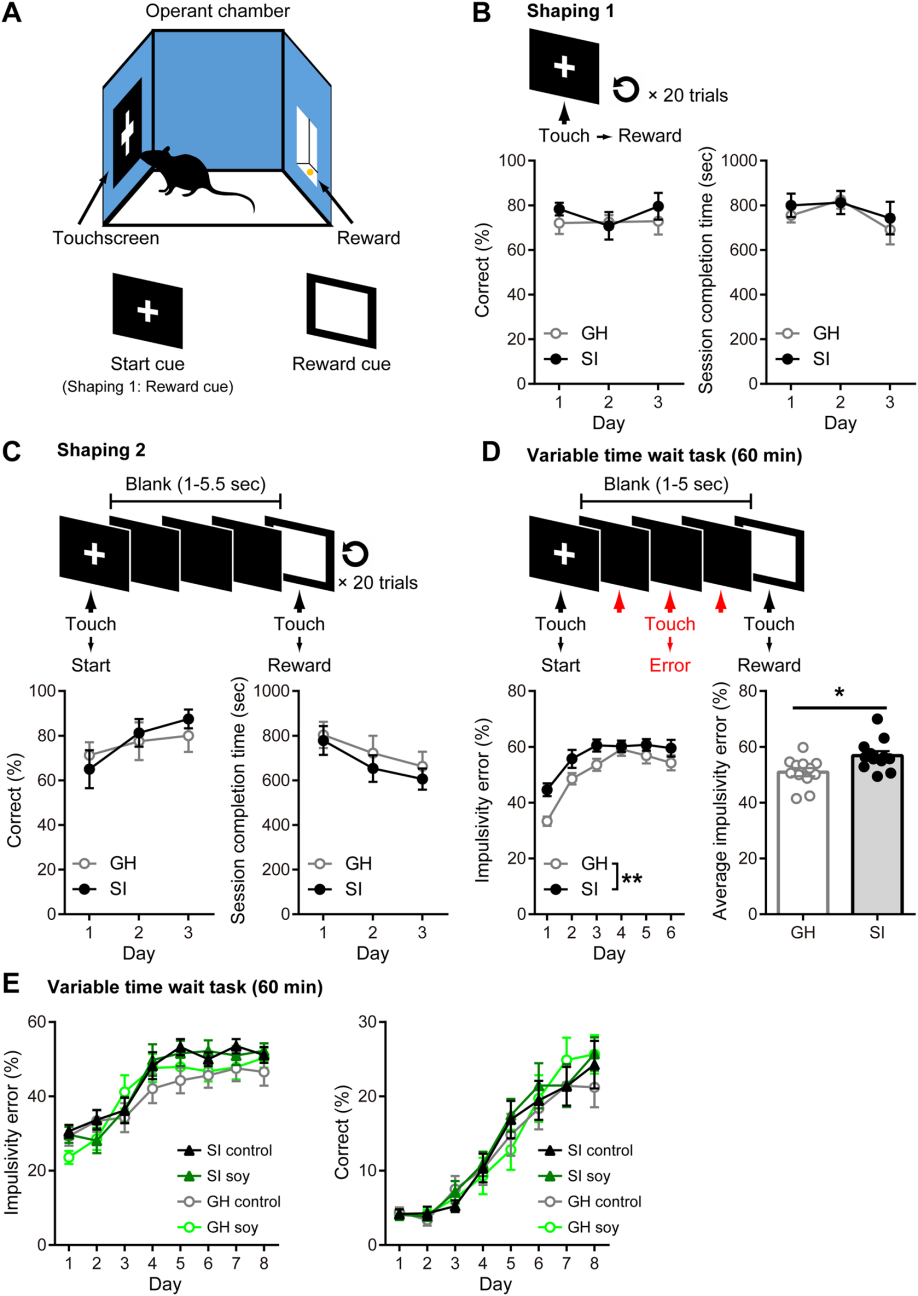
Effects of soy peptides on impulsivity. **(A)** Schematic describing the touchscreen operant chamber and variable time wait task. White cross and square images are used as start cue and reward cue, respectively. Impulsivity response was defined as a response elicited during the blank period. **(B,C)** *Top*, Schematic describing shaping 1 (B) or 2 (**C**). *Bottom*, percentage of the correct response (left) and duration of trials completed (right) is shown for group-housed (GH; open circles; *n* = 12) and socially isolated (SI) mice (closed circles; *n* = 12). **(D)** The percentage of the impulsivity error during daily task (left) and average of percentage of impulsivity error (right) is shown for GH (open circles in left, white bar in right; *n* = 12) and SI mice (closed circles in left, black bar in right; *n* = 12). SI mice were more impulsive across all trails than GH mice (two-way ANOVA; **p < 0.01 vs. GH mice in left). Student’s *t*-test, *p < 0.05 compared with GH mice in right. Data are expressed as mean and SEM. **(E)** During each session in the variable time wait task, the percentage of the impulsivity error (left) and correctly performed task (correct) (right) are shown for SI mice given control diet (black closed triangles, *n* = 6) or soy peptide diet (dark green closed triangles, *n* = 6) and GH mice given control diet (gray open circles, *n* = 6) or soy peptide diet (light green open circles, *n* = 6). SI rearing increased impulsivity error (three-way ANOVA, *F*_(1, 138)_ = 6.743, *p* = 0.00104 for group) independent of diet (three-way ANOVA, *F*_(1, 138)_ = 0.07674, *p* = 0.7822 for group) with no interaction. There are no main effects of diet and rearing on correctly performed task. Data are expressed as mean and SEM.

However, in the variable time wait task, the rates of impulsive response that occurred before the appearance of the white square image were significantly higher in the SI mice than in the GH mice over test days (*n* = 12, *F*_(1, 11)_ = 11.74, *p* = 0.0057; Fig. 3D) and the average impulsivity error in the SI mice was significantly higher than that in the GH mice (SI: 56.88 ± 1.61%; GH: 50.94 ± 1.48%, *t*_22_ = 2.726, *p* = 0.0123; Fig. 3D). Hence, we examined the effects of ingestion of soy peptides on impulsive behavior in the variable time wait task. As a result, we found that the levels of impulsive response of soy peptide-fed SI mice was similar to that of control diet-fed SI mice across all trials (*n* = 18, *F*_(1, 17)_ = 0.06909, *p* = 0.7958). Three-way ANOVA for effects on impulsive response showed significant main effects of time (*F*_(1, 136)_ = 39.17, *p* < 0.0001) and rearing (*F*_(1, 136)_ = 6.743, *p* = 0.0104); however, there was no main effect of diet (*F*_(1, 136)_ = 0.07674, *p* = 0.7822) nor any interactions with it (*F*_(7, 136)_ = 1.008, *p* = 0.4287; Fig. 3E, left).

Furthermore, the correct response rates of all four groups increased significantly over time (*n* = 18, *F*_(7, 136)_ = 63.87, *p* < 0.0001), with no significant main effect of rearing (*F*_(1, 136)_ = 0.8553, *p* = 0.3567) or diet (*F*_(1, 136)_ = 0.7607, *p* = 0.3846; Fig. 3E, right). These results suggested that ingestion of soy peptides had no significant effect on impulsive behavior.

### Soy peptide ingestion alleviates impairment of fear memory induced by SI

SI mice exhibited no significant differences in spatial working memory performance on the Y maze when compared with GH mice (alternation ratio; GH: 62.30 ± 2.83%, SI: 64.78 ± 2.39%, *n* = 12, *t*_22_ = 0.6422, *p* = 0.5274; Fig. 4A1,A2). Additionally, there was no significant difference in the degree of anxiety-like behavior in the elevated-plus maze between SI and GH mice (open arm entry; GH: 23.01 ± 3.56%, SI: 26.36 ± 2.72%, *n* = 6, *t*_10_ = 0.6823, *p* = 0.5105; Fig. 4B1–3).

**Figure 4:**
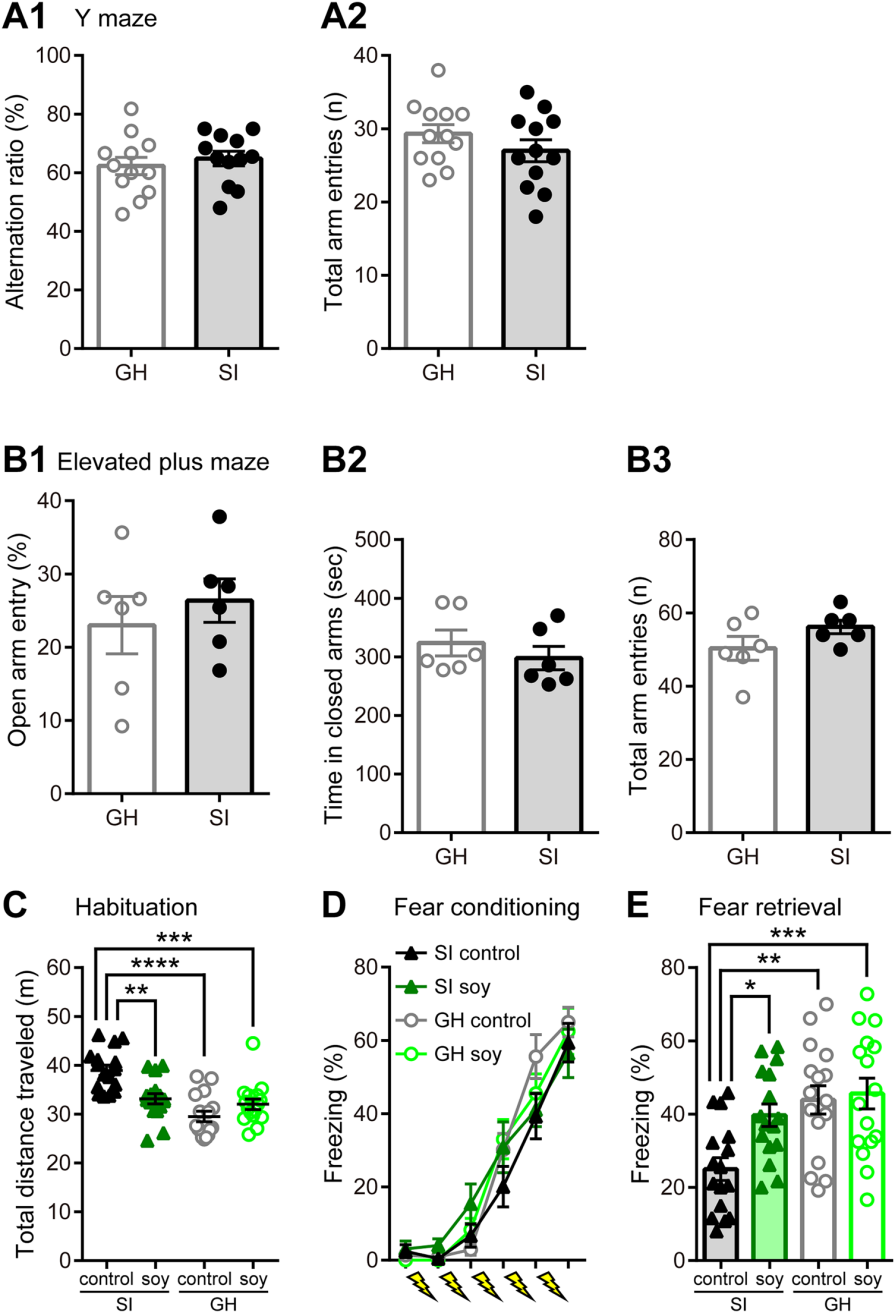
Effects of soy peptides on spatial working memory, anxiety-like behavior, and contextual fear memory. **(A)** The percentage of spontaneous alternation behavior (**A1**) and total number of arm entries (**A2**) during a 6-min Y maze session by group-housed (GH; *n* = 12; white bars) and socially isolated (SI) mice (*n* = 12; black bars). SI mice did not show any difference in behavior when compared with GH mice on the elevated-plus maze and Y maze. **(B)** The percentages of time spent in open arms (**B1**), stay times of closed arms (**B2**), and number of total entries into both open and closed arms (**B3**) during a 10-min elevated-plus maze session by GH (*n* = 6; white bars) and SI mice (*n* = 6; grey bars). **(C)** Total distance of 30-min period for SI mice given control diet (black closed triangles, *n* = 16) or soy peptide diet (dark green closed triangles, *n* = 16) and GH mice given control diet (gray open circles, *n* = 16) or soy peptide diet (light green open circles, *n* = 16) in habituation phase. Hyperactive behavior was observed in SI mice fed with control diet, but not in the other three groups. **(D)** In contextual fear conditioning, the first five data points represent the averaged freezing percentage (%) during 15 s before each electrical shock (reflecting inter-unconditioned stimulus freezing) and the last data points represent freezing (average percent during 15 s period) 15 s after the last shock. There are no significant differences between the groups (*n* = 16). **(E)** Summary data of freezing during contextual fear retrieval 24 h after training. Soy peptide diet-fed SI mice (dark green closed triangles, *n* = 16) exhibited significantly more freezing than control diet-fed SI mice (black closed triangles, *n* = 16), but did not differ significantly from the other GH mice (control diet-fed GH mice: gray open circles, *n* = 16; soy peptide-diet fed GH mice: light green open circles, *n* = 16). Data are expressed as mean and SEM. ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, and ^****^p < 0.0001; two-way ANOVA with Tukey *post*-*hoc* test.

Next, we examined the effects of ingestion of soy peptides on fear memory in hippocampus-dependent contextual fear conditioning. During the habituation phase, post-weaning SI led to hyperactive behavior in the novel environment (Fig. 4C). Control diet-fed SI mice showed a significant increase in total distance traveled (SI control: 38.96 ± 1.03 m, *n* = 16, main effect of rearing [*F*_(1, 60)_ = 24.59, *p* < 0.0001], *q*_60_ = 8.875, *p* < 0.0001 *vs*. GH control: 29.52 ± 1.05 m; Fig. 4C). In addition, we found that SI-induced hyperactivity was significantly mitigated by the ingestion of soy peptides (SI soy: 33.13 ± 1.02 m, no main effect of diet [*F*_(1, 60)_ = 2.433, *p* = 0.1241] and a significant interaction between rearing and diet [*F*_(1, 60)_ = 15.34, *p* = 0.0002]; *n* = 16, *q*_60_ = 5.476, *p* = 0.0015 *vs*. SI control; *q*_60_ = 1.042, *p* = 0.8819 *vs*. GH soy: 32.03 ± 1.02 m; Fig. 4C). The percent center time, a measure of anxiety, did not differ significantly among these four groups (SI control: 8.37 ± 0.72%, SI soy: 6.89 ± 0.70%, GH control: 7.79 ± 0.72%, GH soy: 7.49 ± 0.74%, *n* = 16), i.e., no significant main effects of diet (*F*_(1, 60)_ = 1.428, *p* = 0.2367) and rearing (*F*_(1, 60)_ = 0.0001101, *p* = 0.9917; Supplementary Fig. S3A).

On the training day, all four groups showed a significant increase in freezing response during the fear acquisition phase (*n* = 16, *F*_(5, 75)_ = 205.6, *p* < 0.0001), with no significant differences between groups (*F*_(3, 45)_ = 0.5512, *p* = 0.6499; Fig. 4D). However, during contextual testing conducted 24 h after conditioning, there was a significant effect of the diet on the freezing response of SI mice (main effects of diet [*F*_(1, 60)_ = 5.231, *p* = 0.0257] and rearing [*F*_(1, 60)_ = 11.91, *p* = 0.0010]), with the soy peptide-fed SI mice showing more freezing than the control diet-fed SI mice (SI soy: 39.68 ± 2.98%, *n* = 16, *q*_60_ = 4.091, *p* = 0.0266 *vs*. SI control: 24.98 ± 2.97%; Fig. 4E). There was no significant difference between soy peptide- and control diet-fed GH mice (GH soy: 45.59 ± 4.07%; GH control: 43.86 ± 3.76%, *n* = 16; *q*_60_ = 0.4828, *p* = 0.9862; Fig. 4E). To assess whether the changes in locomotor activity affected contextual freezing, we analyzed baseline activity prior to the shock on the day of conditioning. The baseline activity did not differ significantly among these four groups (SI control: 449,489 ± 25,002, SI soy: 420,183 ± 23,163, GH control: 370,255 ± 25,633, GH soy: 45,6017 ± 18,171, *n* = 16), i.e., no significant main effects of diet (*F*_(1, 60)_ = 1.391, *p* = 0.2430) and rearing (*F*_(1, 60)_ = 0.8218, *p* = 0.3683; Supplementary Fig. S3B). Furthermore, during the 2-s shock no differences in shock reactivity were found (SI control: 13,105 ± 399, SI soy: 13,043 ± 349, GH control: 13,143 ± 380, GH soy: 13,119 ± 385, *n* = 16, no significant main effects of diet [*F*_(1, 60)_ = 0.01186, *p* = 0.9136] and rearing [*F*_(1, 60)_ = 0.02099, *p* = 0.8853]; Supplementary Fig. S3C). These data suggest that social isolation-induced impairment of contextual fear memory is alleviated by soy peptides, and this is not due to a change in locomotor activity and shock sensitivity^39^.

### Microbiota composition is altered by soy peptide ingestion

To explore the effect of soy peptides on gut microbial composition in GH and SI mice, we performed bacterial 16S rRNA gene sequencing in the fecal samples of these mice. 

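Fecal bacteria of 12 C57BL/6J mice were sequenced, with 3 mice in each of the SI control, SI soy, GH control and GH soy groups. Mice were weaned on postnatal day 21, housed alone (SI) or 3 to a cage (GH), and fed for 4 weeks a control diet with 14% casein or a soy peptide diet with 7% casein and 7% soy peptides. The V3-V4 regions of the bacterial 16S rRNA gene, a marker gene whose sequence differs between bacterial taxa, were amplified and sequenced, and the authors deposited for each mouse the whole number of reads assigned to each species-level taxon. The same 75000 reads were used for every mouse, and how they were drawn is not stated in the paper's text. Of these, 74705 to 74736 reads per mouse (median 74714) were assigned to a taxon in the GH control group, 74662 to 74751 (median 74685) in the GH soy group, 74707 to 74818 (median 74774) in the SI control group and 74607 to 74699 (median 74685) in the SI soy group. At this depth a count of 0 in a mouse allows a relative abundance of up to 0.00402% (3 reads). PCR reads without molecular identifiers are not independent molecules, so such limits and counting intervals cover counting error only. The table names 151 taxa, of which 78 carry the name of a genus, family or higher rank with no species assigned and hold 92.4% of the reads. S24-7, *Allobaculum*, *Bacteroides* and *Prevotella* are taxa of this kind, so each can hold several species.

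Relative abundance was computed here as the percentage of a mouse's assigned reads. The 76 taxa with at least 10 reads in at least 3 mice were tested one by one with edgeR's quasi-likelihood test, with 1 model for all 4 groups, each mouse's total reads as its library size, and Benjamini-Hochberg adjustment over the 76 taxa. Relative abundances were compared with two-sided exact permutation tests that regroup diet within each rearing, or rearing within each diet, over 400 regroupings, so that 0.005 is the smallest p they can give. Percentages sum to 100 in each mouse, so a large rise of 1 abundant taxon lowers the summed percentage of the others. The paper's text does not say whether the 3 GH mice of a group came from 1 cage. If they did, the spread between cage mates enters every p-value that includes GH mice, also those over both rearings. Differences by rearing, and by diet within GH mice, could then not be told apart from differences between cages.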

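Of the 76 taxa tested, 28 differed between soy peptide-fed and control diet-fed mice at an adjusted p under 0.05 from edgeR's quasi-likelihood test, 14 higher and 14 lower on the soy peptide diet. *Parabacteroides*, a genus of anaerobic gut *Bacteroidales*, had 0 reads in all 6 control diet-fed mice and 142 to 916 reads in each of the 6 soy peptide-fed mice. Its relative abundance on the soy peptide diet was 0.576 ± 0.354% (SD, n = 6), at least 143-fold higher than on the control diet when each control mouse is set at 3 reads (adjusted p = 4.82e-05, edgeR). *Bifidobacterium*, which ferments sugars to acetate and lactate, changed in the opposite direction, from 0.745 ± 0.451% (SD, n = 6) to 0.000446%. Its reads summed to 3342 over the control diet-fed mice and to 2 over the soy peptide-fed mice, a ratio of 1670 with a 95% counting interval of 462 to 13790 (log2 fold change -10.17, standard error 0.71, adjusted p = 1.30e-06 from edgeR).

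*Turicibacter*, of the *Firmicutes*, was at 1.02 ± 0.614% (SD, n = 6) on the control diet and 0.0105 ± 0.0111% on the soy peptide diet, a log2 fold change of -7.07 (standard error 0.97, adjusted p = 2.29e-04). It is the single member of the *Turicibacteraceae* (1 lower also when adjusted over the list alone). *Clostridium perfringens*, known for its toxins, was at 0.317 ± 0.297% and 0.00647 ± 0.0146% (SD, n = 6, adjusted p = 0.0024, edgeR). It had a log2 fold change of -5.41 in GH mice (standard error 1.51, adjusted p = 0.0208), and SI soy mice had 0 reads in all 3, at least 19.1-fold lower than SI control mice (adjusted p = 0.0246). *Clostridiaceae* reads with no genus were at 0 in all 6 soy peptide-fed mice (adjusted p = 0.0024, edgeR), and the fall was measurable in GH mice alone. There they were at least 31.2-fold lower than on the control diet (45 to 130 reads, adjusted p = 0.0014), while SI control mice had 0 to 2 reads, below the 3 reads that a count of 0 allows (adjusted p = 0.151). Of 4 tested members of the *Clostridiaceae*, 2 were lower, none was higher and 2 did not pass the test (2 lower when adjusted over the list alone). The whole family fell from 5.33 ± 1.71% to 2.45 ± 1.64% (SD, n = 6, exact permutation test, p = 0.005, adjusted p = 0.0121 over 17 taxon lists). Most of its reads belong to the genus SMB53, a member that did not pass with edgeR. SMB53 was at 4.93 ± 1.49% on the control diet and 2.41 ± 1.64% on the soy peptide diet (SD, n = 6), with 1 read in SI soy mouse 1. *Desulfosporosinus*, a sulfate reducer, had a log2 fold change of -2.04 (standard error 0.35, adjusted p = 0.0011).

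Among the taxa that rose, [*Mogibacteriaceae*] went from 0.106 ± 0.0291% to 0.346 ± 0.0691% (SD, n = 6, adjusted p = 4.12e-04 from edgeR). Of 17 tested entries named [*Ruminococcus*] *gnavus*, a mucin-degrading species, 6 were higher and 1 was lower. Entry 269103 had a log2 fold change of 3.30 (standard error 0.43, adjusted p = 1.72e-04), and entry 263362 one of -3.84 (standard error 0.58, adjusted p = 4.12e-04). All *gnavus* entries together, a sum chosen after the data were seen, were at 2.42 ± 0.961% and 3.71 ± 1.11% (SD, n = 6, exact permutation test, p = 0.065). The list of mucin degraders restates these 17 entries and adds *Akkermansia*. Of its 18 tested members, 6 were higher, 2 were lower and 10 did not pass (6 and 2 when adjusted over the list alone), and their summed abundance was 3.56% on the control diet and 4.07% on the soy peptide diet (exact permutation test, adjusted p = 0.516). Of 21 tested *Lachnospiraceae*, the family that holds the *gnavus* entries, 8 were higher and 1 was lower (8 and 1 when adjusted over the list alone), at 11.4% and 13.1% in sum (exact permutation test, adjusted p = 0.516). Reads of near-identical references can be split between *gnavus* entries in ways that the counts do not show, so single entries are uncertain.

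**Figure D1:**
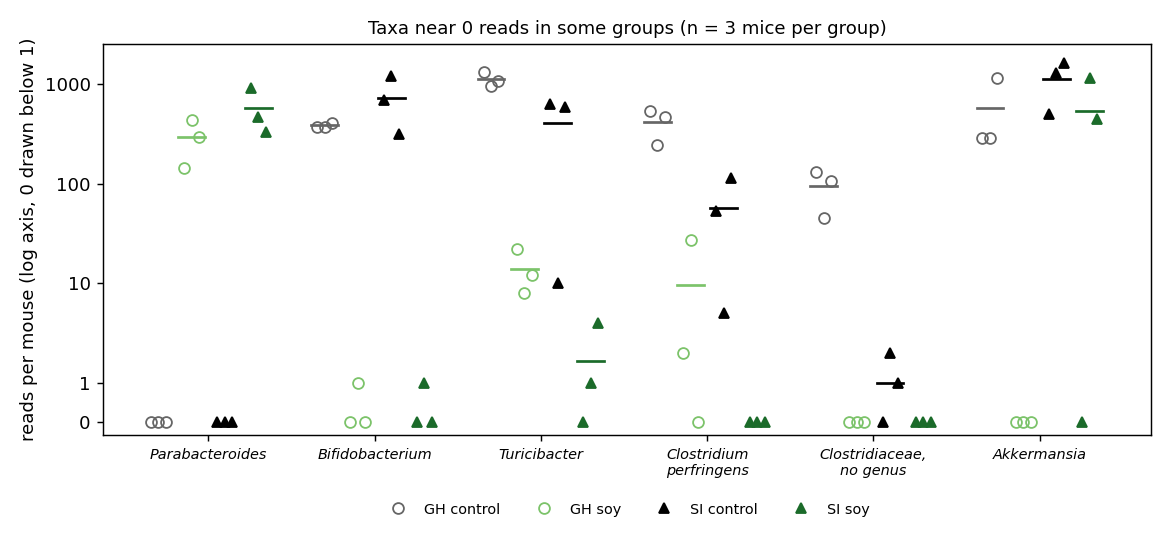
Reads per mouse (log axis, with 0 drawn below 1) of 6 taxa that lie near 0 reads in some groups. Symbols are single mice, 3 per group, and bars are group means of at least 1 read. *Parabacteroides* reads are at 0 in all control diet-fed mice and between 142 and 916 in all soy peptide-fed mice, and *Bifidobacterium* shows the opposite pattern.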

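Tested within each rearing, the diet changed 26 taxa in GH mice, 12 higher and 14 lower on the soy peptide diet, and 11 taxa in SI mice, 6 higher and 5 lower (edgeR). All 11 taxa that passed in SI mice also passed in GH mice and in the same direction, where independent lists of these lengths would share 3.8 of any direction. The GH and SI comparisons have no mice in common, but both come from 1 model with a shared estimate of each taxon's spread. A taxon with a small spread is thus easier to call in both, so 3.8 is only a point of reference. Both comparisons share the loss of *Bifidobacterium*, *Turicibacter*, *Clostridium perfringens* and *Desulfosporosinus* and the gain of S24-7, *Parabacteroides* and [*Mogibacteriaceae*]. Log2 fold changes in GH and SI mice correlated across the 76 taxa (Pearson r = 0.751, Spearman rho = 0.675), which are not independent replicates, and 60 of 76 had the same sign.

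The difference between the diet effects in GH and SI mice was itself tested as an interaction, and 0 of 76 taxa passed with edgeR, with 9 at an unadjusted p under 0.05 and 0.168 as the smallest adjusted p. The same test gave 3 taxa with DESeq2 and 1 with limma. *Akkermansia*, which lives on mucin, had 0 reads in all 3 GH soy mice, at least 190-fold lower than in GH control mice (adjusted p = 0.0105, edgeR), and the interaction had an adjusted p of 0.168 with edgeR, 0.0013 with DESeq2 and 0.0044 with edgeR without SI soy mouse 1. *Bacteroides acidifaciens* had a log2 fold change of -1.41 in GH mice (standard error 0.35, adjusted p = 0.0114, edgeR, and 0.0503 without GH soy mouse 1) and 0.10 in SI mice (standard error 0.35, adjusted p = 0.878), with an interaction of 1.51 (standard error 0.49, adjusted p = 0.168). The count in SI mice was 18 with TMM factors and 22 with DESeq2, and that in GH mice was 13 without GH soy mouse 1, 16 without GH control mouse 2 and 17 without GH control mouse 1.

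**Figure D2:**
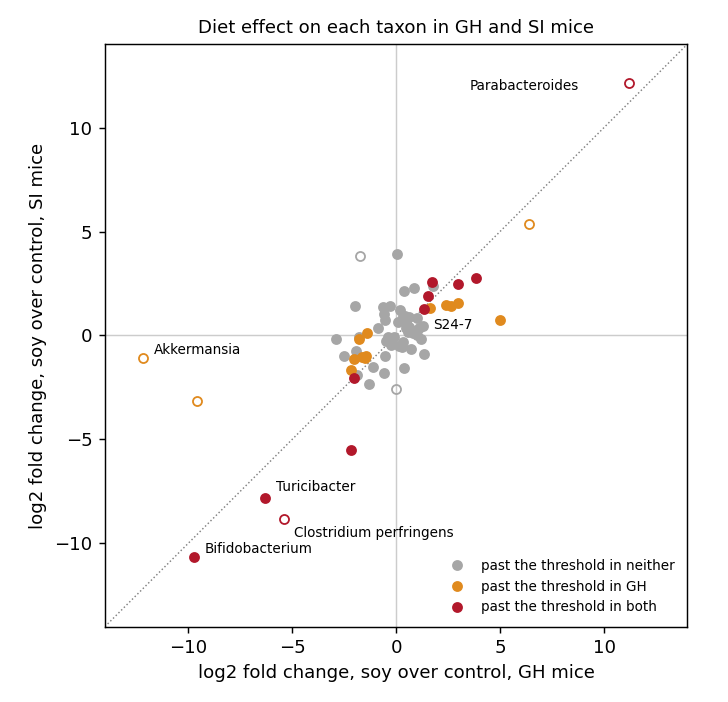
Log2 fold changes (soy peptide over control diet) of the 76 tested taxa, in GH mice on the horizontal axis and in SI mice on the vertical axis. Colors show in which rearing a taxon passed an adjusted p of 0.05 with edgeR, open circles mark the 7 taxa with 0 reads in all 3 mice of a group, whose fitted fold changes have no fixed size, and the dotted line marks equal changes. The 11 taxa that passed in both lie in the lower left and upper right parts of the plot.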

We found that the composition of the gut microbiota characteristically changed in soy peptide-fed mice, independent of socially-isolated rearing (pink, cyan, and green mark, Supplementary Table S2), while there were differences, although not statistically significant, between GH and SI mice at the species level (Supplementary Fig. S2).

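Reads were assigned to 9 phyla, and of these *Actinobacteria* differed by diet and TM7 by rearing after adjustment over the 9 phyla. TM7, also called *Saccharibacteria*, very small bacteria that grow attached to other bacteria, were at 0.324 ± 0.275% in GH mice and 0.0393 ± 0.0532% in SI mice (SD, n = 6, exact permutation test, p = 0.005, adjusted p = 0.045). All of these reads belong to the family F16, which had a log2 fold change of -3.23 in SI mice (standard error 0.83, adjusted p = 0.0471 from edgeR). By diet, TM7 were at 0.0794 ± 0.0836% on the control diet and 0.284 ± 0.308% on the soy peptide diet (SD, n = 6, exact permutation test, p = 0.015, adjusted p = 0.0675).

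*Verrucomicrobia*, nearly all of them *Akkermansia*, were at 1.14 ± 0.762% on the control diet and 0.360 ± 0.635% on the soy peptide diet (SD, n = 6, exact permutation test, adjusted p = 0.124). *Proteobacteria* were at 2.59 ± 0.450% and 2.75 ± 0.714% (adjusted p = 0.804, exact permutation test). Of their 6 tested members, 0 passed by diet with edgeR (0 when adjusted over the list alone), with 1 at an unadjusted p under 0.05, 1 with DESeq2 and 0 with limma, and 1 was lower in GH mice (0 when adjusted over the list alone). *Tenericutes* were at 0.0210% and 0.00491% (exact permutation test, p = 0.025, adjusted p = 0.075) and *Cyanobacteria* at 0.0341% and 0.0141% (adjusted p = 0.683). The *Cyanobacteria* reads belong to 1 taxon, YS2, an order of gut bacteria. It is the single member of the list of plant organelle reads, to which no reads named as chloroplasts or mitochondria were assigned, and it did not pass with edgeR (0 when adjusted over the list alone, 0 at an unadjusted p under 0.05, and 0 with DESeq2 and limma). *Planctomycetes* were at 0.000223% on either diet, under the limit that a count of 0 allows. The F16 call was lost in 10 of 12 runs that left out 1 mouse each and with taxa of at least 100 reads in at least 3 mice (adjusted p = 0.0677, edgeR).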

At the phylum level, no profound differences in the relative abundance of the major bacterial phyla were observed between groups (*n* = 3; Fig. 5A and Supplementary Fig. S1). The relative abundances of *Firmicutes* and *Bacteroidetes*, which accounted for more than 90% of the total gut microbiota, were not significantly different between the groups (*Firmicutes*: *n* = 3, no main effects of diet [*F*_(1, 8)_ = 0.2006, *p* = 0.6661] and rearing [*F*_(1, 8)_ = 1.870, *p* = 0.2086]; *Bacteroidetes*: *n* = 3, no main effects of diet [*F*_(1,8)_ = 3.038, *p* = 0.1195] and rearing [*F*_(1, 8)_ = 2.423, *p* = 0.1582]), although *Actinobacteria* were significantly less abundant in the soy peptide-fed groups than in the control diet-fed groups (*n* = 3, main effects of diet [*F*_(1, 8)_ = 44.68, *p* = 0.0002] and rearing [*F*_(1, 8)_ = 6.175, *p* = 0.0378], and no significant interaction between rearing and diet [*F*_(1, 8)_ = 1.544, *p* = 0.2492]; Fig. 5A,B).

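*Firmicutes* made up 56.5 ± 5.09% of the reads on the control diet and 55.3 ± 4.67% on the soy peptide diet (SD, n = 6, exact permutation test, p = 0.715, adjusted p = 0.804). *Bacteroidetes* made up 35.9 ± 4.62% and 40.2 ± 4.57% (SD, n = 6, exact permutation test, p = 0.145, adjusted p = 0.261). By rearing, *Firmicutes* were at 57.7 ± 5.52% in GH mice and 54.0 ± 3.15% in SI mice (adjusted p = 0.293, exact permutation test) and *Bacteroidetes* at 36.1 ± 5.35% and 40.0 ± 3.95% (adjusted p = 0.270). Both phyla together held 92.4 ± 1.06% of the reads on the control diet and 95.6 ± 0.955% on the soy peptide diet (SD, n = 6, exact permutation test, p = 0.005, not adjusted). In this sum every soy peptide-fed mouse lay above every control diet-fed mouse.

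*Actinobacteria* fell from 3.74 ± 1.16% on the control diet to 0.983 ± 0.501% on the soy peptide diet, with every soy peptide-fed mouse below every control diet-fed mouse (SD, n = 6, exact permutation test, p = 0.005, the smallest it can give, adjusted p = 0.045). Within rearings, they were at 4.51 ± 0.710% in GH control and 1.24 ± 0.140% in GH soy mice, and at 2.97 ± 1.05% in SI control and 0.727 ± 0.642% in SI soy mice (SD, n = 3). By rearing, they were at 2.87 ± 1.85% in GH mice and 1.85 ± 1.46% in SI mice (SD, n = 6, exact permutation test, p = 0.045, adjusted p = 0.135). Families of this phylum fell alongside it. *Coriobacteriaceae* went from 2.99 ± 1.23% to 0.982 ± 0.502% and *Bifidobacteriaceae* from 0.746 ± 0.452% to 0.000446% (SD, n = 6, exact permutation tests, adjusted p = 0.0121 each over 17 taxon lists). The tested *Coriobacteriaceae* moved apart. Reads with no genus had a log2 fold change of -1.90 (standard error 0.66, adjusted p = 0.0416 from edgeR), and *Adlercreutzia*, a genus with equol-forming members, one of 0.93 (standard error 0.30, adjusted p = 0.0282), so that 1 member was higher and 1 lower (1 and 1 when adjusted over the list alone). The single tested member of the *Bifidobacteriaceae*, *Bifidobacterium*, was lower (1 lower when adjusted over the list alone).

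The fall of *Actinobacteria* missed the threshold on centred log-ratios (adjusted p = 0.103) and without SI control mouse 2 (adjusted p = 0.090), both in exact permutation tests. Without that mouse, every control diet-fed mouse (at least 2.28%) still lay above every soy peptide-fed mouse (at most 1.46%). Among the runs that left out 1 mouse each, this run gave the smallest difference between diets. All of these runs have the same number of regroupings, so that number does not account for the adjusted p of 0.090. With edgeR, *Coriobacteriaceae* reads with no genus lost their call in 10 of 12 runs that left out 1 mouse each, and *Adlercreutzia* in 6 of 12 and with TMM factors (adjusted p = 0.0626).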

**Figure 5:**
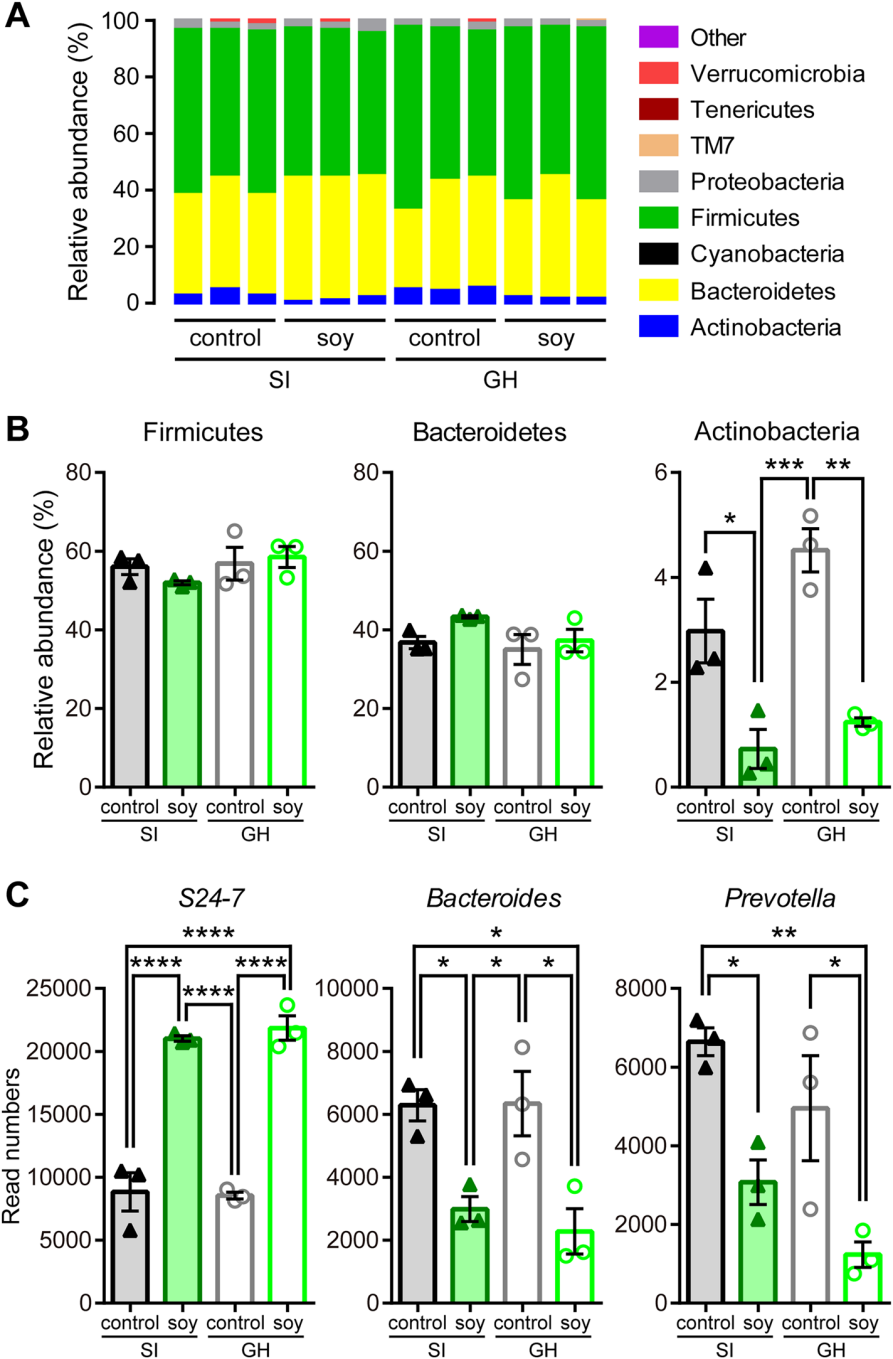
Effects of soy peptides on microbiota composition. **(A)** Relative abundance (%) plot of the most important phyla in socially isolated (SI) and group-housed (GH) mice fed with control or soy peptide diet for a month. **(B**,**C)** Relative abundance (%) of phyla (**B**) and normalized read number of species (**C**) in the gut microbiota of SI mice given control diet (black closed triangles, *n* = 3) or soy peptide diet (dark green closed triangles, *n* = 3) and group-housed (GH) mice given control diet (gray open circles, *n* = 3) or soy peptide diet (light green open circles, *n* = 3). Data are expressed as mean and SEM. *p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001; two-way ANOVA with Tukey *post-hoc* test.

However, at the major species level, the relative abundance of *S24-7*, the most abundant species, was drastically increased (*n* = 3, main effect of diet [*F*_(1, 8)_ = 191.8, *p* < 0.0001]; no main effect of rearing [*F*_(1, 8)_ = 0.08663, *p* = 0.7760]). 

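S24-7, a family of *Bacteroidales* also named *Muribaculaceae* that is abundant in the mouse gut, rose from 11.6 ± 2.27% of the reads on the control diet to 28.7 ± 1.57% on the soy peptide diet (SD, n = 6). In reads, control diet-fed mice had 5789 to 10508 of this family. Within rearings, it went from 11.4 ± 0.611% in GH control to 29.3 ± 2.24% in GH soy mice and from 11.8 ± 3.53% in SI control to 28.2 ± 0.483% in SI soy mice (SD, n = 3). Every soy peptide-fed mouse lay above every control diet-fed mouse (exact permutation test, p = 0.005, adjusted p = 0.0067 over the 4 taxa that the paper tests). In the test of all taxa, the log2 fold change was 1.30 (standard error 0.16, adjusted p = 1.41e-04 from edgeR). By rearing, S24-7 was at 20.3 ± 9.87% in GH mice and 20.0 ± 9.23% in SI mice (SD, n = 6, exact permutation test, p = 0.745). The family holds 1 taxon in this table, so its list is this taxon (1 higher when adjusted over the list alone). The paper reports the rise of S24-7 from these same mice, so the list is not independent evidence of the direction.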

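Outside S24-7, *Bacteroidales* as an order fell from 24.3 ± 4.42% on the control diet to 11.5 ± 4.35% on the soy peptide diet (SD, n = 6, exact permutation test, p = 0.005, adjusted p = 0.0121 over 17 taxon lists). The read numbers of Table S2 had been seen when this list was set, so its p-value is not independent evidence of the direction. Of 11 tested members, 4 were lower, 2 were higher and 5 did not pass the test of edgeR (5 lower and 2 higher when adjusted over the list alone). *Bacteroides*, which degrades plant and host polysaccharides, fell from 8.45 ± 1.68% to 3.53 ± 1.31% (SD, n = 6, exact permutation test, p = 0.005, adjusted p = 0.0067 over 4 taxa), a log2 fold change of -1.27 (standard error 0.27, adjusted p = 0.0028 from edgeR). The [*Prevotella*] of the [*Paraprevotellaceae*], the taxon that the paper calls *Prevotella*, fell from 7.76 ± 2.37% to 2.88 ± 1.66% (SD, n = 6, exact permutation test, p = 0.005, adjusted p = 0.0067), a log2 fold change of -1.56 (standard error 0.31, adjusted p = 0.0024 from edgeR). *Rikenellaceae* had a log2 fold change of -1.92 (standard error 0.39, adjusted p = 0.0024) and *Odoribacter* one of -1.22 (standard error 0.32, adjusted p = 0.0091). The higher members were *Parabacteroides* and a rare *Prevotella* of the *Prevotellaceae*, which was at 0.00914 ± 0.00588% and 0.0317 ± 0.0174% (SD, n = 6, log2 fold change 1.95, standard error 0.43, adjusted p = 0.0037 from edgeR).

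*Allobaculum*, a genus of the *Erysipelotrichaceae*, was at 13.4 ± 1.78% on the control diet and 10.4 ± 1.51% on the soy peptide diet (SD, n = 6, exact permutation test, p = 0.015, adjusted p = 0.015 over 4 taxa). Its log2 fold change was -0.37 (standard error 0.15, adjusted p = 0.0841 from edgeR). The family as a whole went from 13.6 ± 1.61% to 10.5 ± 1.53% (SD, n = 6, exact permutation test, adjusted p = 0.0213), and 0 of its 4 tested members passed with edgeR (0 when adjusted over the list alone), with 1 at an unadjusted p under 0.05, 1 with DESeq2 and 0 with limma.

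By rearing, [*Prevotella*] was at 4.14 ± 3.39% in GH mice and 6.50 ± 2.79% in SI mice (SD, n = 6, exact permutation test, p = 0.020, adjusted p = 0.080). The difference passed on centred log-ratios (exact permutation test, adjusted p = 0.040) and without GH control mouse 3 (adjusted p = 0.020). *Bacteroides* was at 5.77 ± 3.50% and 6.21 ± 2.59% (exact permutation test, adjusted p = 0.745), and *Allobaculum* at 12.6 ± 2.34% and 11.2 ± 2.10% (exact permutation test, adjusted p = 0.350).

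As a percentage of the reads outside S24-7, a measure added after the data were seen, *Bacteroides* was at 9.56% and 4.97% (exact permutation test, p = 0.010), [*Prevotella*] at 8.81% and 4.04% (p = 0.010) and *Allobaculum* at 15.2% and 14.5% (p = 0.560) on the control and soy peptide diets. The lower *Allobaculum* also missed the threshold on centred log-ratios (exact permutation test, adjusted p = 0.100), and with edgeR it passed over taxa of at least 100 reads (adjusted p = 0.0448), as it did with DESeq2 (adjusted p = 0.0361).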

*Allobaculum* (*n* = 3, main effect of diet [*F*_(1, 8)_ = 12.40, *p* = 0.0078]; no main effect of rearing [*F*_(1, 8)_ = 2.441, *p* = 0.1568]), *Bacteroides* (*n* = 3, main effect of diet [*F*_(1, 8)_ = 27.41, *p* = 0.0008]; no main effect of rearing [*F*_(1, 8)_ = 0.2180, *p* = 0.6531]), and *Prevotella* (*n* = 3, main effects of diet [*F*_(1, 8)_ = 22.80, *p* = 0.0014] and rearing [*F*_(1, 8)_ = 5.348, *p* = 0.0495]) were significantly decreased by the ingestion of soy peptides (Fig. 5C and Supplementary Table S2). These data suggested that soy peptides altered the gut microbiota composition, although juvenile SI had no potent effect.

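By rearing over both diets, 4 of 76 taxa passed an adjusted p of 0.05 with edgeR, 1 higher and 3 lower in SI mice. *Akkermansia* was at 0.382 ± 0.590% in GH mice and 1.11 ± 0.815% in SI mice (SD, n = 6, adjusted p = 0.0471, edgeR), with the GH soy mice among them at 0 reads. Entries 174952 and 173192 of [*Ruminococcus*] *gnavus* were lower in SI mice. Entry 174952 was at 0.0216 ± 0.0162% in GH mice and 0.00112 ± 0.00215% in SI mice (SD, n = 6, adjusted p = 0.0130, edgeR), and entry 173192 at 0.0884 ± 0.0322% and 0.0121 ± 0.0221% (SD, n = 6, adjusted p = 0.0358, edgeR). The fourth taxon was the F16 of TM7. If the GH mice of a group shared 1 cage, differences by rearing cannot be told apart from differences between cages. On the control diet 3 taxa were lower in SI mice and none was higher. Entry 174952 was at 0 reads in all 3 SI mice, at least 8.33-fold lower (adjusted p = 0.0090, edgeR). *Clostridiaceae* with no genus had 281 reads in GH and 3 in SI mice, a ratio of 93.7 with a 95% counting interval of 31.7 to 457. Entry 173192 had 194 and 3 reads, a ratio of 64.7 with an interval of 21.8 to 317. Leaving out 1 mouse at a time, the control diet call of entry 173192 was lost in 8 of 12 runs (adjusted p up to 0.124, edgeR). That of entry 174952 was lost in 1 of 12 and that of *Clostridiaceae* in 1 of 9. *Clostridiaceae* with no genus reached 10 reads in the GH control mice only, so runs without 1 of those mice could not test it. On the soy peptide diet no taxon passed with edgeR (smallest adjusted p = 0.132), with 10 at an unadjusted p under 0.05, and DESeq2 gave 3 and limma 0.

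Over the whole community, diet accounted for 61.7% of the variation in Bray-Curtis dissimilarity between mice at the species level (exact permutation test, p = 0.005, adjusted p = 0.020 over 12 tests) and rearing for 3.65% (p = 0.460, adjusted p = 0.465). Of 17 taxon lists, 2 differed by rearing. *Turicibacteraceae* were at 0.755 ± 0.821% in GH mice and 0.275 ± 0.419% in SI mice (SD, n = 6, exact permutation test, p = 0.005, adjusted p = 0.0425), and 0 of 1 tested member passed with edgeR (1 lower when adjusted over the list alone), with 1 at an unadjusted p under 0.05 and 0 with DESeq2 and limma. The list of reagent and skin genera, here *Staphylococcus* alone, was at 0.00446 ± 0.00301% in GH mice and at 0 reads in all SI mice, near the limit that a count of 0 allows (exact permutation test, adjusted p = 0.0425).

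The *Akkermansia* call was lost in 11 and the entry 173192 call in 9 of 12 runs that left out 1 mouse each. Both lists lost their calls without SI soy mouse 1 or 2. No taxon passed by rearing when at least 100 reads in at least 3 mice were required. That filter leaves out *gnavus* entries 174952 and 173192, with at most 37 and 99 reads in a mouse. It thus retests only the calls of *Akkermansia* and F16. On distances that weigh rare taxa more, rearing accounted for more of the variation, an R2 of 0.164 on Aitchison distance (exact permutation test, p = 0.005) and 0.0918 on square roots of relative abundances (p = 0.015). From its data in Fig. 5 and Table S2, the paper proposes that soy peptides altered the composition of the gut microbiota while juvenile SI did not have a potent effect on it.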

### Soy peptide ingestion reverses a decrease in synaptic protein expression in the mPFC and phosphorylation of CREB in the hippocampus of SI mice and upregulates phosphorylation of AMPK in the hippocampus

Since the effects of soy peptides on behavioral changes induced by post-weaning chronic SI were not correlated with changes in microbiota, we examined the direct effects of ingestion of soy peptides on neurochemical signaling mechanisms in the brain. In the subcortical emotion-processing regions, including the hypothalamus and amygdala^16,40^ (Supplementary Fig. S4A), there was no change in the mRNA expression of the *Tac1* (GH: 1.00 ± 0.07%, SI: 0.98 ± 0.03%, *n* = 6, *t*_10_ = 0.2029, *p* = 0.8433; Supplementary Fig. S4B) and *Tac2* (CeA: GH, 1.00 ± 0.08%, SI, 1.18 ± 0.253%, *n* = 4, *t*_6_ = 0.6032, *p* = 0.5684; DMH: GH, 1.00 ± 0.07%, SI, 0.95 ± 0.16%, *n* = 6, *t*_10_ = 0.2415, *p* = 0.8172; Supplementary Fig. S4C, D), both of which are components of the signaling pathway associated with aggression after SI; therefore, we focused on higher-order brain regions.

As social isolation changes the expression of synaptic-associated proteins in the mPFC^20,41^, we measured the levels of PSD95 and synaptophysin in the mPFC via western blotting (Supplementary Fig. S5). ANOVA showed a significant main effect of rearing (*F*_(1, 20)_ = 27.46, *p* < 0.0001), but not of diet (*F*_(1, 20)_ = 2.539, *p* = 0.1268), and a significant effect interaction between rearing and diet (*F*_(1, 20)_ = 5.907, *p* = 0.0246; Fig. 6A). Control diet-fed SI mice showed significantly decreased expression of PSD95 protein in the mPFC than GH mice, both control diet-fed and soy peptide-fed (SI control: 0.52 ± 0.05; *n* = 6; *q*_20_ = 7.671, *p* = 0.0001 *vs*. GH control: 1.00 ± 0.04; *q*_20_ = 6.834, *p* = 0.0005 *vs*. GH soy: 0.95 ± 0.08; Fig. 6A). Contrastingly, this reduction was recovered to nearly control level in soy peptide-fed SI mice (SI soy: 0.77 ± 0.05; *n* = 6; *q*_20_ = 4.024, *p* = 0.0455 *vs*. SI control; *q*_20_ = 2.810, *p* = 0.2259 *vs*. GH soy; Fig. 6A). On the contrary, synaptophysin expression did not demonstrate a change after social isolation and ingestion of soy peptides (*n* = 6, no main effects of diet [*F*_(1, 20)_ = 0.2485, *p* = 0.6236] and rearing [*F*_(1, 20)_ = 0.5062, *p* = 0.4850]; significant interaction [*F*_(1, 20)_ = 6.590, *p* = 0.0184]; Fig. 6A).

**Figure 6:**
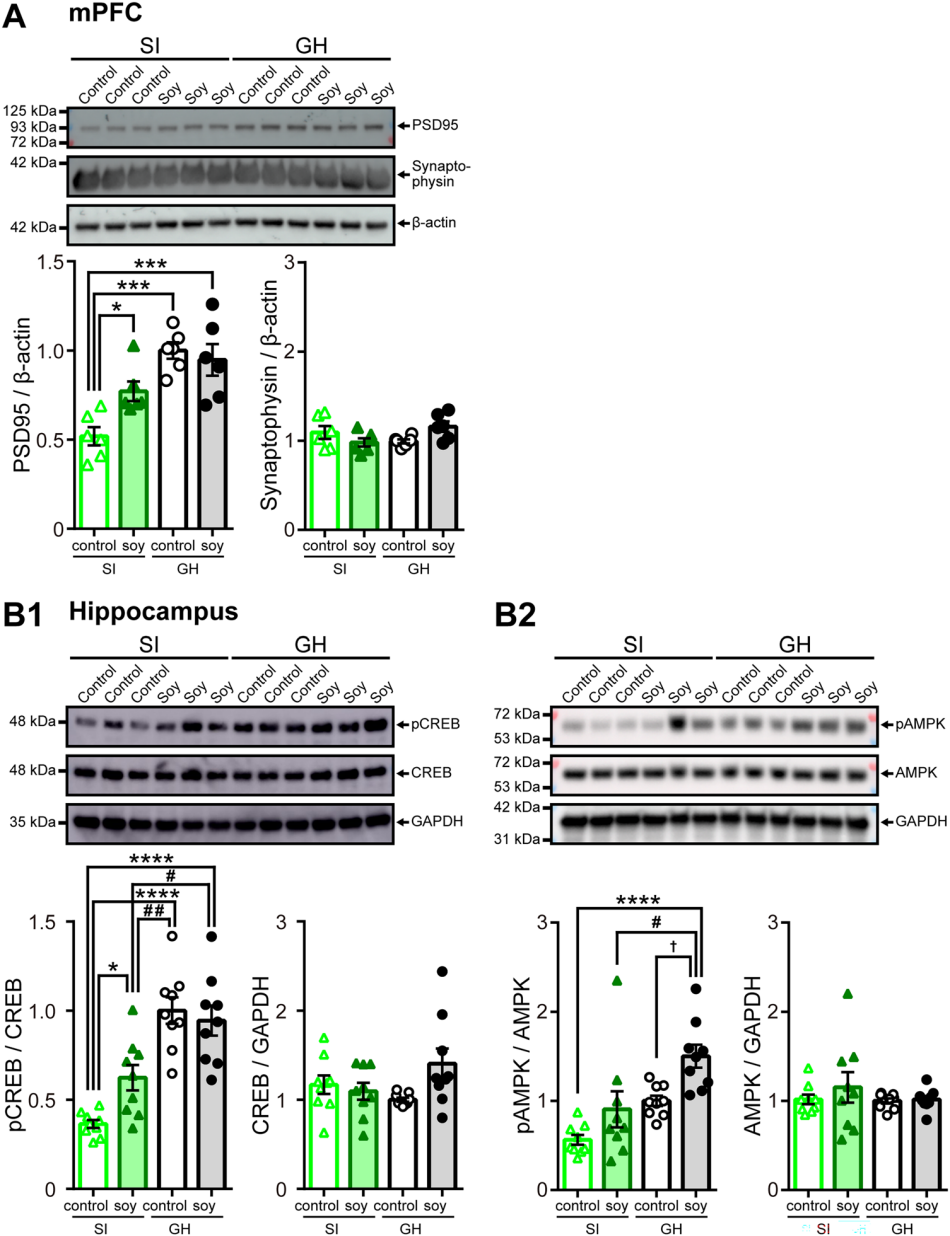
Effects of soy peptides on the expression of synaptic-associated proteins in the medial prefrontal cortex and phosphorylation of CREB and AMPK in the hippocampus. **(A)** *Top*, Representative western blotting images showing the levels of postsynaptic density 95 (PSD95), synaptophysin, and β-actin in the medial prefrontal cortex (mPFC) from SI and GH mice fed with control or soy peptide diet. The original blots are presented in Supplementary Fig. S5. *Bottom*, Quantitative densitometric analysis of western blots. Ratios for PSD95/β-actin (left) and synaptophysin/β-actin (right) of SI mice given control diet (black closed triangles, *n* = 6) or soy peptide diet (dark green closed triangles, *n* = 6) and GH mice given control diet (gray open circles, *n* = 6) or soy peptide diet (light green open circles, *n* = 6) are shown. The fold change was normalized to control diet-fed GH mice. **(B)** *Top*, Representative western blotting images showing the levels of and phosphorylation of CREB (pCREB), total CREB (**B1**), phosphorylation of AMPK (pAMPK), total AMPK (**B2**), and GAPDH (**B1**,**B2**) in the hippocampi from SI and GH mice fed with control or soy peptide diet. The original blots are presented in Supplementary Fig. S6 and 7. *Bottom*, Quantitative densitometric analysis of western blots. Ratios for pCREB/CREB (**B1**, left), CREB/GAPDH (**B1**, right), pAMPK/AMPK (**B2**, left), and AMPK/GAPDH (**B2**, right) of SI mice given control diet (black closed triangles, *n* = 9) or soy peptide diet (dark green closed triangles, *n* = 9) and GH mice given control diet (gray open circles, *n* = 9) or soy peptide diet (light green open circles, *n* = 9) are shown. The fold change was normalized to control diet-fed GH mice. Reduced PSD95 and pCREB protein levels in control diet-fed SI mice are significantly ameliorated in soy peptide diet-fed SI mice. The pAMPK protein level increased by feeding soy peptide diet. β-actin and GAPDH served as the loading control. Data are expressed as mean and SEM. *p < 0.05, ***p < 0.001, and ****p < 0.0001 *vs*. SI control; ^#^*p* < 0.05 and ^##^*p* < 0.01 *vs*. SI soy; ^†^*p* < 0.05 *vs*. GH control; two-way ANOVA with Tukey *post*-*hoc* test.

Accumulating evidence indicates that CREB plays a critical role in hippocampus-dependent contextual fear memory^42^. Thus, we examined the levels of phosphorylation of CREB (pCERB) in the hippocampus (Supplementary Fig. S6). ANOVA showed a significant main effect of rearing (*F*_(1, 32)_ = 50.54, *p* < 0.0001), but not of diet (*F*_(1, 32)_ = 2.291, *p* = 0.1400), and a significant effect interaction between rearing and diet (*F*_(1, 32)_ = 5.502, *p* = 0.0254; Fig. 6B2). The levels of pCREB were significantly decreased in control diet-fed SI mice (SI control: 0.36 ± 0.02; *n* = 9; *q*_32_ = 9.454, *p* < 0.0001 *vs*. GH control: 1.00 ± 0.07; *q*_32_ = 8.622, *p* < 0.0001 *vs*. GH soy: 0.94 ± 0.08; Fig. 6B1), whereas the levels of pCREB partially recovered in soy peptide-fed mice (SI soy: 0.62 ± 0.07; *n* = 9; *q*_32_ = 9.454, *p* < 0.0001 *vs*. SI control; *q*_32_ = 5.595, *p* = 0.0021 *vs*. GH control; *q*_32_ = 4.763, *p* = 0.0102 *vs*. GH soy; Fig. 6B1). There was no significant difference between the four groups in the expression of total CREB (*n* = 9, no main effects of diet [*F*_(1, 32)_ = 2.255, *p* = 0.1430] and rearing [*F*_(1, 32)_ = 0.4084, *p* = 0.5273]; significant interaction [*F*_(1, 32)_ = 4.706, *p* = 0.0376]; Fig. 6B1).

To investigate the signaling mechanisms involving PSD95 and CREB that are affected by soy peptides supplementation, we examined levels of phosphorylation of AMPK (pAMPK), known as primary target signaling of a component of soy peptides^37^, in the hippocampus (Supplementary Fig. S7). ANOVA showed significant main effects of rearing (*F*_(1, 32)_ = 16.69, *p* = 0.0003) and diet (*F*_(1, 32)_ = 11.18, *p* = 0.0021), and no significant effect interaction between rearing and diet (*F*_(1, 32)_ = 0.3890, *p* = 0.5372; Fig. 6B2). The levels of pAMPK tended to decrease in control diet-fed SI mice (SI control: 0.56 ± 0.05; *n* = 9; *q*_32_ = 3.462, *p* = 0.0883 *vs*. GH control: 1.00 ± 0.05), whereas soy peptide-fed and control diet-fed GH mice showed an almost equal level of pAMPK in the hippocampus (SI soy: 0.91 ± 0.19; *n* = 9; *q*_32_ = 0.7416, *p* = 0.9526 *vs*. GH soy; Fig. 6B2). Interestingly, soy diet-fed GH mice showed significantly increased levels of pAMPK than the other groups (GH soy: 1.50 ± 0.12; *n* = 9; *q*_32_ = 7.429, *p* < 0.0001 *vs*. SI control; *q*_32_ = 4.709, *p* = 0.0112 *vs*. SI soy; *q*_32_ = 3.967, *p* = 0.0402 *vs*. GH control; Fig. 6B2), conforming that soy peptides have an agonistic effect on AMPK signaling in vivo. There was no significant difference between the four groups in the expression of total AMPK (*n* = 9, no main effects of diet [*F*_(1, 32)_ = 0.6577, *p* = 0.4234] and rearing [*F*_(1, 32)_ = 0.6849, *p* = 0.4140]; Fig. 6B2).

Together, these results suggested that soy peptides ameliorated the social isolation-induced reduction in PSD95 level in the mPFC and CREB activation in the hippocampus and increased hippocampal pAMPK levels.

## Discussion

In this study, we investigated whether ingestion of soy peptides mitigates detrimental alterations in brain function induced by post-weaning SI. We found that soy peptides effectively reduced aggressive behavior, hyperactivity, and fear memory impairment, accompanied by restoration of decrease in both PSD95 levels of the mPFC and phosphorylation of hippocampal CREB by SI. We also observed that hippocampal pAMPK levels and microbiota composition were altered by the ingestion of soy peptides.

To our knowledge, this study is the first to demonstrate that ingestion of soy peptides attenuates the adverse behavioral effects of juvenile SI in mice. Mice isolated from weaning for 4 weeks exhibited attacking behaviors toward an unfamiliar mouse, including clinching and biting, high impulsivity in the variable time wait task, increased motility in the novel environment, and impairment of contextual fear memory. These behavioral abnormalities, except for impulsivity, were alleviated by ingestion of soy peptides during SI-rearing, suggesting that soy peptides have significant mitigative effects on aggressive behavior, hyper-locomotion activity, and fear memory deficit resulting from social isolation stress exposure during early life.

In our study, we showed that the microbiota composition was strongly influenced by ingestion of soy peptides, independent of rearing conditions. Hence, although changes in the gut microbial environment cannot explain the mitigating effect of soy peptides on SI-induced behavioral deficits, a growing body of evidence indicates that microbiota influences brain function via metabolic, endocrine, immune, and neural pathways^38^. For example, transplantation of microbiota shaped by a high-fat diet impairs cognitive-behavioral performance by increased inflammation^43^. Treatment with a probiotic *Lactobacillus* species during chronic stress exposure improves despair behaviors by modulating kynurenine metabolism^44^, indicating stress recovery via gut microbes. However, since at least some dipeptides in soy peptides can reach the brain parenchyma across the blood–brain barrier, the possibility of direct modulation of neuronal signaling by soy peptides cannot be excluded.

Previous studies have been shown that aggression is one of the major characteristics of juvenile SI, especially under social interaction with a novel same-sex conspecific^45^, and correspondingly, is a common feature of several psychiatric disorders^46^. Thus, stressed mice easily turn social contacts into attack behaviors. However, soy peptides-fed male SI mice showed reduced aggression toward unfamiliar male mice, as indicated by prolonged exploratory behaviors and less aggressive behaviors without attacking. Therefore, soy peptides may exert a protective effect against SI stress, which is consistent with the results from previous studies in human volunteers^27,28^. Aggression is modulated by canonical neurotransmitters such as serotonin, dopamine, noradrenaline, and GABA^47^, all of which are affected in discrete brain regions, particularly in the mPFC, by SI^48,49^. Although the contribution of soy peptides to the synthesis and turnover of catecholamines and amino acids in the brain have been reported^35,50^, their effects on the brain in psychiatric disease are unclear. Consequently, elucidating the specific mechanisms underlying the roles of soy peptides in neurotransmitter systems, which are associated with emotional behaviors, is an important topic for future research.

The mPFC is involved in the inhibitory control of emotional behaviors, and disruptions of this control results in emotional outbursts, including high aggression and impulsivity. Since synaptic networks of the frontal lobe are dynamically reorganized by experience, with a gradual increase in the expression of the synaptic-associated proteins, including PSD95, during the juvenile and adolescent ages^51^, social deprivation from weaning disturbs the functional maturation of synapses in the mPFC^52^. Mice reared in SI exhibit reductions in dendritic spine density, synaptic excitability, and synaptic proteins in the frontal brain regions, thereby altering their behaviors in adulthood^20,22,41^. Interestingly, amelioration of these synaptic abnormalities suppresses stress-induced aggression outbursts and depression-like behavior in SI mice^53,54^. Therefore, soy peptide intake may contribute to synaptic maturation, which in turn may reduce SI-induced aggression and hyperactivity.

Meanwhile, we cannot exclude the possibility that soy peptides affect downstream brain regions that directly control aggression. However, in the present study, we observed that the expression of neuropeptides tachykinin, a key mediator of stress responses including aggression, in the hypothalamus and amygdala was not altered by SI. The brain tachykinin 2 is upregulated by 2 weeks SI during adulthood from the age of 8–16 weeks as shown by a previous study^16^, but not by 4 weeks SI post-weaning in the current study. The different timing of SI may lead to different degrees of effects on the expression of tachykinin 2^55^. However, given that a previous optogenetic study has also shown that specific activation of the mPFC is enough to suppress aggressive bursts^56^, synaptic modulation by soy peptides might be involved in top-down emotional control processes^25^.

Juvenile SI is known to impair hippocampal synaptic plasticity^57^, which is an important mechanism for long-term memory formation. The present biochemical analysis showed that the amount of pCREB, a key transcription factor for the regulation of memory, was considerably decreased in the hippocampi of SI mice. Neurons with high CREB expression are more likely to be recruited into fear memory trace^58^, which is the physical substrate of memory in the brain. On the contrary, neurons with reduced CREB level are excluded from fear memory allocation, resulting in impairments in memory^58^. Increase in CREB function in the hippocampus is sufficient to revert both anatomical abnormalities and memory deficits in mouse models of Alzheimer's disease, independent of changes in β-amyloid levels or plaque load^59^. An important finding reported here is that soy peptide ingestion alleviates not only reduced CREB activity, but also fear memory deficit in SI mice. We therefore propose that soy peptides may help mediate the formation of fear memory trace by reducing deterioration of CREB signaling related to synaptic plasticity. However, we cannot rule out the possibility that impaired fear memory is mitigated by an additional system other than the actuation of hippocampal CREB signaling, because pCREB levels of soy peptide-fed SI mice were significantly lower than control mice.

We observed that PSD95 upregulation and CREB activation were induced in the mPFC and hippocampus of soy peptide-fed SI mice, respectively. Although the molecular mechanism underlying this regulation remains unknown, the brain–transportable soy peptide, Tyr-Pro, can directly interact with adiponectin receptor 1 (AdipoR1), which is expressed in the brain, as an agonist^37,60^. AdipoR1 has been reported to contribute to the expression of the PSD95 and the activation of CREB^61^, indicating that AdipoR1 signaling could be involved in antistress-like effects by soy peptides. Indeed, chronic ingestion of soy peptides increased the levels of hippocampal pAMPK, which is activated by AdipoR1^62^. However, in contrast to previous results using chronic restraint stress^63^, no significant effect of SI rearing on pAMPK, was observed, indicating that changes in AMPK activity are dependent on the type of stress. Determining the target proteins of soy peptides is crucial to elucidating the signaling pathways responsible for the attenuation of behavioral abnormalities by soy peptides.

There were some limitations to this study. First, the minimum intake of soy peptides that is effective in mitigating behavioral abnormalities has not been determined. Second, the effects of soy peptides in female mice have not been examined. Third, this study did not provide the causal relationship between behavioral changes induced by soy peptides and their underlying molecular mechanisms. Identifying the effective component included in soy peptides that has antistress-like effects should be a focus of future studies.

In conclusion, our findings showed that soy peptides attenuate aggression, hyperactivity, and cognitive dysfunction in mice by mitigating neuronal abnormalities and also affect the microbiota composition. Accumulating evidence indicates that long-term dietary supplementation has beneficial effects on cellular functions and is nearly as effective as medication for mental health without adverse effects^64^. Considering that soy peptides have a mitigative effect on age-related cognitive decline by modulating synaptic plasticity-associated proteins^34^, daily intake of soy peptides may be useful in mitigating progressive deterioration of synaptic function caused by aging and juvenile chronic stress.

## Methods

### Animals and experimental schedule

A total of 319 male C57BL/6J mice (Japan SLC, Inc., Shizuoka, Japan) were used for experiments while a total of 12 male BALB/c mice (7 weeks; Japan SLC, Inc.) were used as unfamiliar mice for dyadic social interaction testing. Animals were maintained under a 12-h light/dark cycle at 24 ± 1 °C and 50 ± 5% relative humidity. The experimental schedule is shown in Fig. 1. After weaning at postnatal day (PND) 21, mice were randomly divided two groups and were group-housed (3 mice/cage) in standard plastic cages (W182 × D260 × H128 mm) or individually housed (socially isolated) in the same size cages until euthanization. They were fed either a control diet, containing 14% casein, or a soy peptide diet, containing 7% casein plus 7% soy peptides (Fuji Oil Co., Ltd., Osaka, Japan) (Supplementary Table S3). The experimental diets and water were provided ad libitum. The daily food consumption was determined by weighing the diets daily for 4 weeks.

At 4 weeks after initiation of SI, behavioral and biological experiments were conducted. Different mice were used in each experiment. For microbial community analysis, fecal samples were collected at 4 weeks after SI. For biological analysis of brain tissue, mice were euthanized by cervical dislocation after anesthesia with 3.5% isoflurane (Wako Pure Chemical Industries, Osaka, Japan) on PND49 outside the housing rooms and then decapitated with scissors. The experimental protocols were approved by the animal experiment ethics committee of Hoshi University and performed in accordance with the Hoshi University guidelines for the care and use of laboratory animals and with the ARRIVE guidelines.

### Dyadic social interaction test

The modified dyadic social interaction test^65^ was used to analyze aggressive behavior 4 weeks after the initiation of SI. Each subject mouse was transferred to a neutral cage identical to the home cage and habituated for 2 min. Age-matched BALB/c unfamiliar mice were individually introduced into the experimental cage for 10 min. Their behavior was video-recorded, and a blinded observer performed ethological analysis of aggression. The behavioral phenotypes of mice were categorized into one of the following three categories, according to the degree of aggressive behaviors: *exploration* (natural social exploratory behavior including facial and anogenital sniffing), *dominance* (social dominant agonistic behavior including mounting and chasing), and *attack* (clinch fights and sustained biting attack).

### Touch panel operant test

#### Apparatus

The touch panel operant device (O’HARA & Co., Ltd., Tokyo, Japan) consists of a trapezoid chamber (W55 × W205 × D135 × H200 mm), an infrared photosensor-embedded 15-inch touch panel, a pellet dispenser that supplies sucrose-containing reward pellets (10 mg; AIN-76A, Research diets, Inc., New Brunswick, NJ, USA) placed on the opposite side of the touch panel, and two water bottles placed on both sides of the chamber in a sound-attenuated box.

#### Habituation

Prior to experiments, the body weights of mice were reduced to 90% of their ad libitum feeding weight via a 2-day dietary restriction. The mice were then acclimated to the reward pellets by providing 10 pellets per mouse in the home cage for 2 days. The next day, they were habituated to the touch panel operant chamber for 1 h and eating the pellets from the reward magazine.

#### Shaping

The operant shaping consisted of two stages: (i) a “white cross” picture was presented on the screen, and reward pellets were delivered when a mouse touched the screen within 60 s; (ii) a session was initiated with the mouse touching the screen while the white cross picture appeared. After a blank period of 1–5.5 s, a “white square” picture was randomly presented on the screen, and reward pellets were delivered when a mouse touched the screen within 60 s. A trial was omitted if a mouse did not touch the screen while the picture was displayed. Each shaping stage was ended after the completion of 20 trials and continued for 3 days.

#### Variable time wait task

Following habituation, the mice underwent a variable time wait task. The procedures were identical to those of *shaping 2*. However, if a mouse touched the screen during the variable blank period, no pellet was rewarded, and the response was recorded as an impulsivity error. This task was terminated after 60 min and continued for 8 days.

### Y maze

The Y-maze apparatus (O’HARA & CO., Ltd.) consists of three identical arms (W30 × D400 × H120 mm each) that are positioned at equal angles (120°). Each mouse was placed at the end of one arm and allowed to explore the maze freely for 6 min. The number and sequence of arm entries were recorded with a video camera. Alternation was defined as three consecutive entries in three different arms on overlapping triplet sets and was measured automatically using the O'HARA's original Y-maze analysis TimeYM2 software (ver.1; https://ohara-time.co.jp/products/y-maze/; O’HARA & Co., Ltd.). The percentage of spontaneous alternation was calculated with the following equation: [(number of alternations)/(total number of arm entries) − 2] × 100.

### Elevated plus maze

The elevated plus maze apparatus (O’HARA & CO., Ltd.) consists of two open arms (W50 × D250 mm each) and two enclosed arms (W50 × D250 × H150 mm each) with a quadrangular central platform (50 × 50 mm) that are elevated 50 cm from the ground. Each mouse was placed on the enclosed arm and allowed to explore the maze freely for 10 min. The number of arm entries and the time spent in the open and closed arms were recorded with a video camera and were measured automatically using the O'HARA's original elevated plus maze analysis TimeEP2 software (ver.1; https://ohara-time.co.jp/products/elevated-plus-maze/; O’HARA & Co., Ltd.).

### Contextual fear conditioning

Four weeks after the initiation of SI, a contextual fear conditioning test was conducted. The conditioning chamber consists of a clear plastic box with a stainless-steel grid floor (W160 × D140 × H120 mm; O’HARA & CO., Ltd.) and was placed in a sound-attenuated box. In assessing exploratory behavior for adaptation to the context, the mice were allowed to explore the conditioning chamber freely for 30 min, and their locomotor activity was measured by the total distance traveled. Time spent in a 48 × 42 mm rectangle region in the center of the chamber was also measured. For training, the mice were placed into a conditioning chamber and exposed to electric foot shocks after 2 min (0.3 mA, five times, 1 s each, separated by 30-s inter-stimulus interval). At 60 s after the last shock, the mice were returned to their home cages. After 24 h, the mice were placed back into the conditioning chamber for 3 min, and their freezing behavior, which was defined as movement that had < 20-pixel changes in 2 s, was measured automatically using the O'HARA's original fear conditioning analysis TimeFZ2 software (ver.1; https://ohara-time.co.jp/products/contextual-and-cued-fear-conditioning-test/; O’HARA & Co., Ltd.). Baseline activity during the 2-min period before the shock and mean shock reactivity during the five presentation of the 1-s shock were also calculated as the cumulative area of motility (pixel size) per 0.5 s.

### 16S ribosomal (r) ribonucleic acid (RNA) gene microbial community analysis

Mouse fecal samples were collected directly into tubes from which microbial deoxyribonucleic acid (DNA) were extracted. Next-generation sequencing of 16S rRNA of the extracted DNA was performed by Repertoire Genesis Inc. (Osaka, Japan). Briefly, the V3-V4 regions of 16S rRNA genes were amplified using polymerase chain reaction (PCR) with individually barcoded universal primers and sequenced by MiSeq next-generation sequencer (Illumina Inc., San Diego, CA, USA) with an average depth of 75 000 reads per sample. The sequence data were analyzed using Flora Genesis original software (ver.20161108; https://www.repertoire.co.jp/en/research/technology/16srrnainfo/; Repertoire Genesis, Inc.).

### Quantitative real-time PCR

Tissue punches were obtained from the medial and central amygdala and dorsomedial hypothalamus and frozen for subsequent processing. Total RNA was extracted and purified using RNeasy Mini Kit (Qiagen, Hilden, Germany) following the manufacture’s protocol. RNA from each sample was reverse transcribed using the PrimeScript™ RT Master Mix kit (Takara Bio Inc., Shiga, Japan). Quantitative real-time PCR was performed to determine relative gene-expression levels with TB Green™ Premix Ex Taq™ II (Tli RNaseH Plus; Takara Bio Inc.), using a StepOne Plus Real-Time PCR (Applied Biosystems, Foster City, CA, USA). All samples were run in triplicate.

The primer sequences were as follows: *Tac1* (forward, 5′- GAT GAA GGA GCT GTC CAA GC -3′; reverse, 5′- TCA CGA AAC AGG AAA CAT GC -3′), *Tac2* (forward, 5′- GCC ATG CTG TTT GCG GCT G -3′; reverse, 5′- CCT TGC TCA GCA CTT TCA GC -3′), and glyceraldehyde-3-phosphate dehydrogenase (*Gapdh)* (forward, 5′- CAT GGC CTT CCG TGT TCC TA -3′; reverse, 5′- GAT GCC TGC TTC ACC ACC TT -3′). *Gapdh* expression was used as an internal control for detection of messenger RNA expression level. Fold changes relative to the control were obtained by using the 2^−ΔΔCt^ method.

### In-situ hybridization

The mice brains were removed, fixed overnight in 4% paraformaldehyde solution, and cryoprotected in 30% sucrose solution for two nights. The fluorescence *in-situ* hybridization was performed on cryostat slices (30 µm) by previously described methods^66^. Briefly, the slices were hybridized using fluorescein isothiocyanate (FITC)-labeled *Tac2* riboprobe (0.3 µg/mL; #RP_050725_03_B09, Allen Brain Atlas probe). The hybridization signals were amplified using anti-FITC antibody conjugated with horseradish peroxidase (1:5,000; Roche Diagnostics, Mannheim, Germany) and TSA Plus DNP kit reagents (NEL701A001KT, PerkinElmer, Waltham, MA, USA). Subsequently, the sections were incubated with anti-DNP antibody conjugated with Alexa 488 (1:500; Molecular Probes, Eugene, OR, USA) to detect the FITC-labeled probe. The sections were mounted using CC/Mount (Diagnostic BioSystems, Pleasanton, CA, USA) and observed using a confocal microscope (FV1200; Olympus, Tokyo, Japan).

### Western blot analysis

The mPFC samples were homogenized in ice-cold Syn-PER™ Synaptic Protein Extraction Reagent (Thermo Fisher Scientific, Waltham, MA, USA) containing protease inhibitor cocktail (P8340; Sigma-Aldrich, St. Louis, MO, USA) with a Dounce-type glass-glass homogenizer and then centrifuged at 1,200 × *g* for 10 min at 4 °C. The supernatants were centrifuged again at 15,000 × *g* for 20 min at 4 °C to pellet the synaptosomal fraction, which was then lysed in lysis buffer (10 mM Tris–HCl, pH 7.5, 2% sodium dodecyl sulfate [SDS], and 1 mM EDTA).

The isolated hippocampi were suspended in ice-cold RIPA buffer (50 mM Tris–HCl, pH 7.5, 150 mM NaCl, 0.5% sodium deoxycholate, 1% Triton X-100, 0.15% SDS, 1 mM sodium orthovanadate, 10 mM NaF, and 1% protease inhibitor cocktail) and homogenized with TissueLyserII (Qiagen). The lysates were centrifuged at 14,000 × *g* to remove debris, and the supernatants were collected. The protein concentrations of the synaptosomal lysate of the mPFC and hippocampal total cell lysate were measured using the BCA protein assay kit (Thermo Fisher Scientific). Equal amounts of protein were separated on SDS polyacrylamide gels and transferred to polyvinylidene difluoride membranes. The membranes were blocked with 5% skimmed milk in Tris-buffered saline with 0.1% Tween-20 for 30 min, and incubated with mouse monoclonal anti-PSD95 (#610495; 1:500, BD Biosciences, Franklin Lakes, NJ, USA), rabbit monoclonal anti-synaptophysin (#ab32127; 1:70,000, Abcam, Cambridge, UK), rabbit polyclonal anti-CREB (#9197; 1:1,000, Cell Signaling Technology), and rabbit polyclonal anti-pAMPK (#2535; 1:1,000, Cell Signaling Technology, Danvers, MA, USA) antibodies overnight at 4 °C. Next, the blots were developed using an HRP-conjugated donkey anti-mouse and rabbit IgG antibody (1:20,000; Jackson ImmunoResearch Laboratories, West Grove, PA, USA) and then the chemiluminescent reagent (Immobilon Western; Millipore, Billerica, MA, USA). The blots were stripped with 62.5 mM Tris–HCl (pH 6.8) containing 100 mM 2-mercaptoethanol and 2% SDS at 60 °C for 30 min, and rehybridized with mouse monoclonal anti-β-actin (#A1978; 1:2,000, Sigma-Aldrich), rabbit polyclonal anti-pCREB (#9198; 1:3,000, Cell Signaling Technology), rabbit polyclonal anti-AMPK (#5831; 1:1,000, Cell Signaling Technology), and rabbit polyclonal anti-GAPDH (#G9545; 1:5,000, Sigma-Aldrich) antibodies for 1 h at room temperature. Quantification of band densities was measured using ImageJ software (National Institutes of Health, Bethesda, MD, USA), and pCREB and pAMPK band densities were normalized to the density of the total CREB and AMPK band, respectively. β-actin and GAPDH were used as loading and normalization control of synaptosomal fraction and total cell lysates, respectively.

### Statistical analysis

All data are presented as mean ± standard error of the mean and were analyzed using GraphPad Prism software (ver.10; https://www.graphpad.com/; GraphPad, La Jolla, CA, USA). For the dyadic social interaction test, differences in behavioral phenotypes were assessed using Fisher’s tests. For other experiments, Student’s* t*-test for statistical comparison of differences between two groups and one-way, two-way, three-way analysis of variance (ANOVA), followed by Tukey’s test for differences between more than two groups. We did not predetermine sample sizes by statistical methods, but our sample sizes were similar to those reported in previous studies in the field^24,34,67^. Differences with *p* < 0.05 were considered significant. The results of all statistical analyzes, including 95% confidence intervals and effect size (η2), are provided in Supplementary Table S4.

### Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

## Data Availability

The datasets and 16S rRNA sequencing data generated and analyzed during the current study are available at the Gene Expression Omnibus (GEO) database (Accession Number GSE231557, Token Number gnuduaykfjwdbcz, https://www.ncbi.nlm.nih.gov/geo/) and in the G-Node Infrastructure (GIN) repository, 10.12751/g-node.v7wkqe/, and https://gin.g-node.org/h-tamura/Tamura_Dataset-2023.

# Supplementary material for: Chronic ingestion of soy peptide supplementation reduces aggressive behavior and abnormal fear memory caused by juvenile social isolation
**Source:** Sci Rep. 2024 May 21;14:11557. doi: 10.1038/s41598-024-62534-w
**Supplement:** Supplementary file 1 — Supplementary Information 1.

**Chronic ingestion of soy peptide supplementation reduces aggressive behavior and abnormal fear memory caused by juvenile social isolation**

Hideki Tamura^1,2*^Akiko Miyazaki^3^, Takashi Kawamura^3^, Hikaru Gotoh^3^, Naoki Yamamoto^4^, Minoru Narita^2,3,5^

# Supplementary Tables:

# Table S1. Body weight and food consumption of SI and GH mice fed with control or soy peptide diet.

|  | **SI** | | **GH** | |  |
| --- | --- | --- | --- | --- | --- |
|  | **Control** | **Soy peptides** | **Control** | **Soy peptides** | ***p* value** |
| **Initial body weight (g)** | 11.28 ± 0.26 | 11.50 ± 0.64 | 11.50 ± 0.62 | 11.87 ± 0.36 | 0.8933 |
| **Body weight at 4 weeks (g)** | 23.61 ± 0.40 | 23.41 ± 0.19 | 23.31 ± 0.31 | 23.59 ± 0.24 | 0.9024 |
| **Body weight gain (g)** | 12.33 ± 0.61 | 11.91 ± 0.56 | 11.81 ± 0.68 | 11.72 ± 0.48 | 0.9117 |
| **Daily food consumption**  **(g/day)** | 3.29 ± 0.06 | 3.19 ± 0.01 | 3.22 ± 0.007 | 3.23 ± 0.01 | 0.2457 |

Body weights of socially isolated (SI) and group-housed (GH) mice before and 4 weeks after being fed a control diet or a soy peptide diet, and the average daily food consumption of each group over the 4 weeks have been presented. The weight gain and daily food consumption are not significantly different among the groups (Weight gain: one-way ANOVA; *F*_(3,20)_ = 0.1756, *p* = 0.9117; Food consumption: *F*_(3,20)_ = 1.497, *p* = 0.2457). Values are presented as means ± SEM. *N* = 6 per group.

# Table S2. Composition of the most abundant gut microbiota at the species level (Excel file).

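Table S2 lists read numbers of the 30 most abundant taxa, which equal the deposited counts in all 12 mice and hold 96.6% of the reads (95.3% to 97.8% in single mice). By diet, 11 of the 30 passed an adjusted p of 0.05 with edgeR, 4 higher and 7 lower on the soy peptide diet. The 4 higher were S24-7, *Parabacteroides*, [*Ruminococcus*], at 0.413 ± 0.117% and 1.16 ± 0.414% (SD, n = 6, adjusted p = 0.0037 from edgeR), and *Coprococcus*, a butyrate producer, at 0.972 ± 0.254% and 1.65 ± 0.333% (SD, n = 6, adjusted p = 0.0314 from edgeR). The 7 lower were *Bacteroides*, [*Prevotella*], *Coriobacteriaceae*, *Rikenellaceae*, *Akkermansia*, *Turicibacter* and *Bifidobacterium*. The *Akkermansia* call rests mainly on GH mice, where all soy peptide-fed mice had 0 reads. In SI mice its log2 fold change was -1.07 (standard error 1.47) and did not pass with edgeR. Of these 30 taxa, 11 passed in GH mice (3 higher, 8 lower) and 4 in SI mice (2 higher, 2 lower).

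*Lactobacillus*, the most abundant lactic acid bacterium here, was at 7.19 ± 4.50% on the control diet and 12.6 ± 3.67% on the soy peptide diet (SD, n = 6, log2 fold change 0.87, standard error 0.40, adjusted p = 0.106 from edgeR). The whole order *Lactobacillales* was at 7.86 ± 4.53% and 13.6 ± 3.65% (exact permutation test, p = 0.045, adjusted p = 0.085 over 17 taxon lists), and 0 of its 3 tested members passed with edgeR (0 when adjusted over the list alone), with 1 at an unadjusted p under 0.05, 0 with DESeq2 and 1 with limma. *Lactococcus*, used as a starter in cheese making, was at 0.635 ± 0.0807% and 0.947 ± 0.123% (SD, n = 6, log2 fold change 0.57, standard error 0.21, adjusted p = 0.0521 from edgeR). With *Streptococcus* it forms the list of milk starter genera, which rose from 0.659 ± 0.0808% to 0.976 ± 0.133% (SD, n = 6, exact permutation test, p = 0.005, adjusted p = 0.0121), while 0 of 2 tested members passed with edgeR (1 higher when adjusted over the list alone), with 1 at an unadjusted p under 0.05, 0 with DESeq2 and 1 with limma. SMB53, a genus of *Clostridiaceae*, had a log2 fold change of -1.20 (standard error 0.86, adjusted p = 0.287 from edgeR).

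Butyrate producers were at 6.73 ± 1.48% and 6.27 ± 1.42% in sum (SD, n = 6, exact permutation test, adjusted p = 0.600), and of their 5 tested members *Coprococcus* was higher and 4 did not pass (0 when adjusted over the list alone). *Ruminococcaceae* were at 8.14% and 7.39% and *Desulfovibrionaceae*, which reduce sulfate to hydrogen sulfide, at 1.73% and 1.45% (exact permutation tests, adjusted p = 0.516 each), and of their 7 and 3 tested members 0 passed by diet with edgeR (0 in either when adjusted over the list alone). At an unadjusted p under 0.05 there were 0 *Ruminococcaceae* and 1 of the *Desulfovibrionaceae*, DESeq2 gave 0 and 1, and limma gave 1 and 0. In GH mice, *Desulfovibrionaceae* reads with no genus were lower, with a log2 fold change of -1.77 (standard error 0.62, adjusted p = 0.0478, edgeR; 1 lower when adjusted over the list alone). In SI mice it was -0.18 (standard error 0.61, adjusted p = 0.870), and the interaction had an adjusted p of 0.582. The *Coprococcus* call was lost with TMM factors (adjusted p = 0.0702, edgeR) and in 7 of 12 runs that left out 1 mouse each, and *Lactococcus* passed on centred log-ratios (adjusted p = 0.0206, limma) and over taxa of at least 100 reads in at least 3 mice (adjusted p = 0.0365, edgeR).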

The numbers of the top 30 abundant bacterial species in socially isolated (SI) and group-housed (GH) mice fed with control or soy peptide diet for a month have been presented. Pink marks indicate significant differences between control and soy peptide diets both in GH and SI mice. Cyan marks indicate significant differences between control and soy peptide diets in GH mice. Green marks indicate significant differences between control and soy peptide diets in SI mice.

# Table S3. Experimental diet composition.

| Composition | Relative amount (%)  control diet soy peptides diet |
| --- | --- |
| Cornstarch  Casein  Soy peptides  Sucrose  Cellulose  Soybean oil  AIN-93 mineral mixture  AIN-93 vitamin mixture  α-cornstarch  Choline bitartrate  _L_-Cystine  *tert*-Butylhydroquinone | 61.0692 61.0692  14 7.0  ― 7.0  10 10  5.0 5.0  4.0 4.0  3.5 3.5  1.0 1.0  1.0 1.0  0.25 0.25  0.18 0.18  0.0008 0.0008 |

# Table S4. Statistical analysis (Excel file).

#
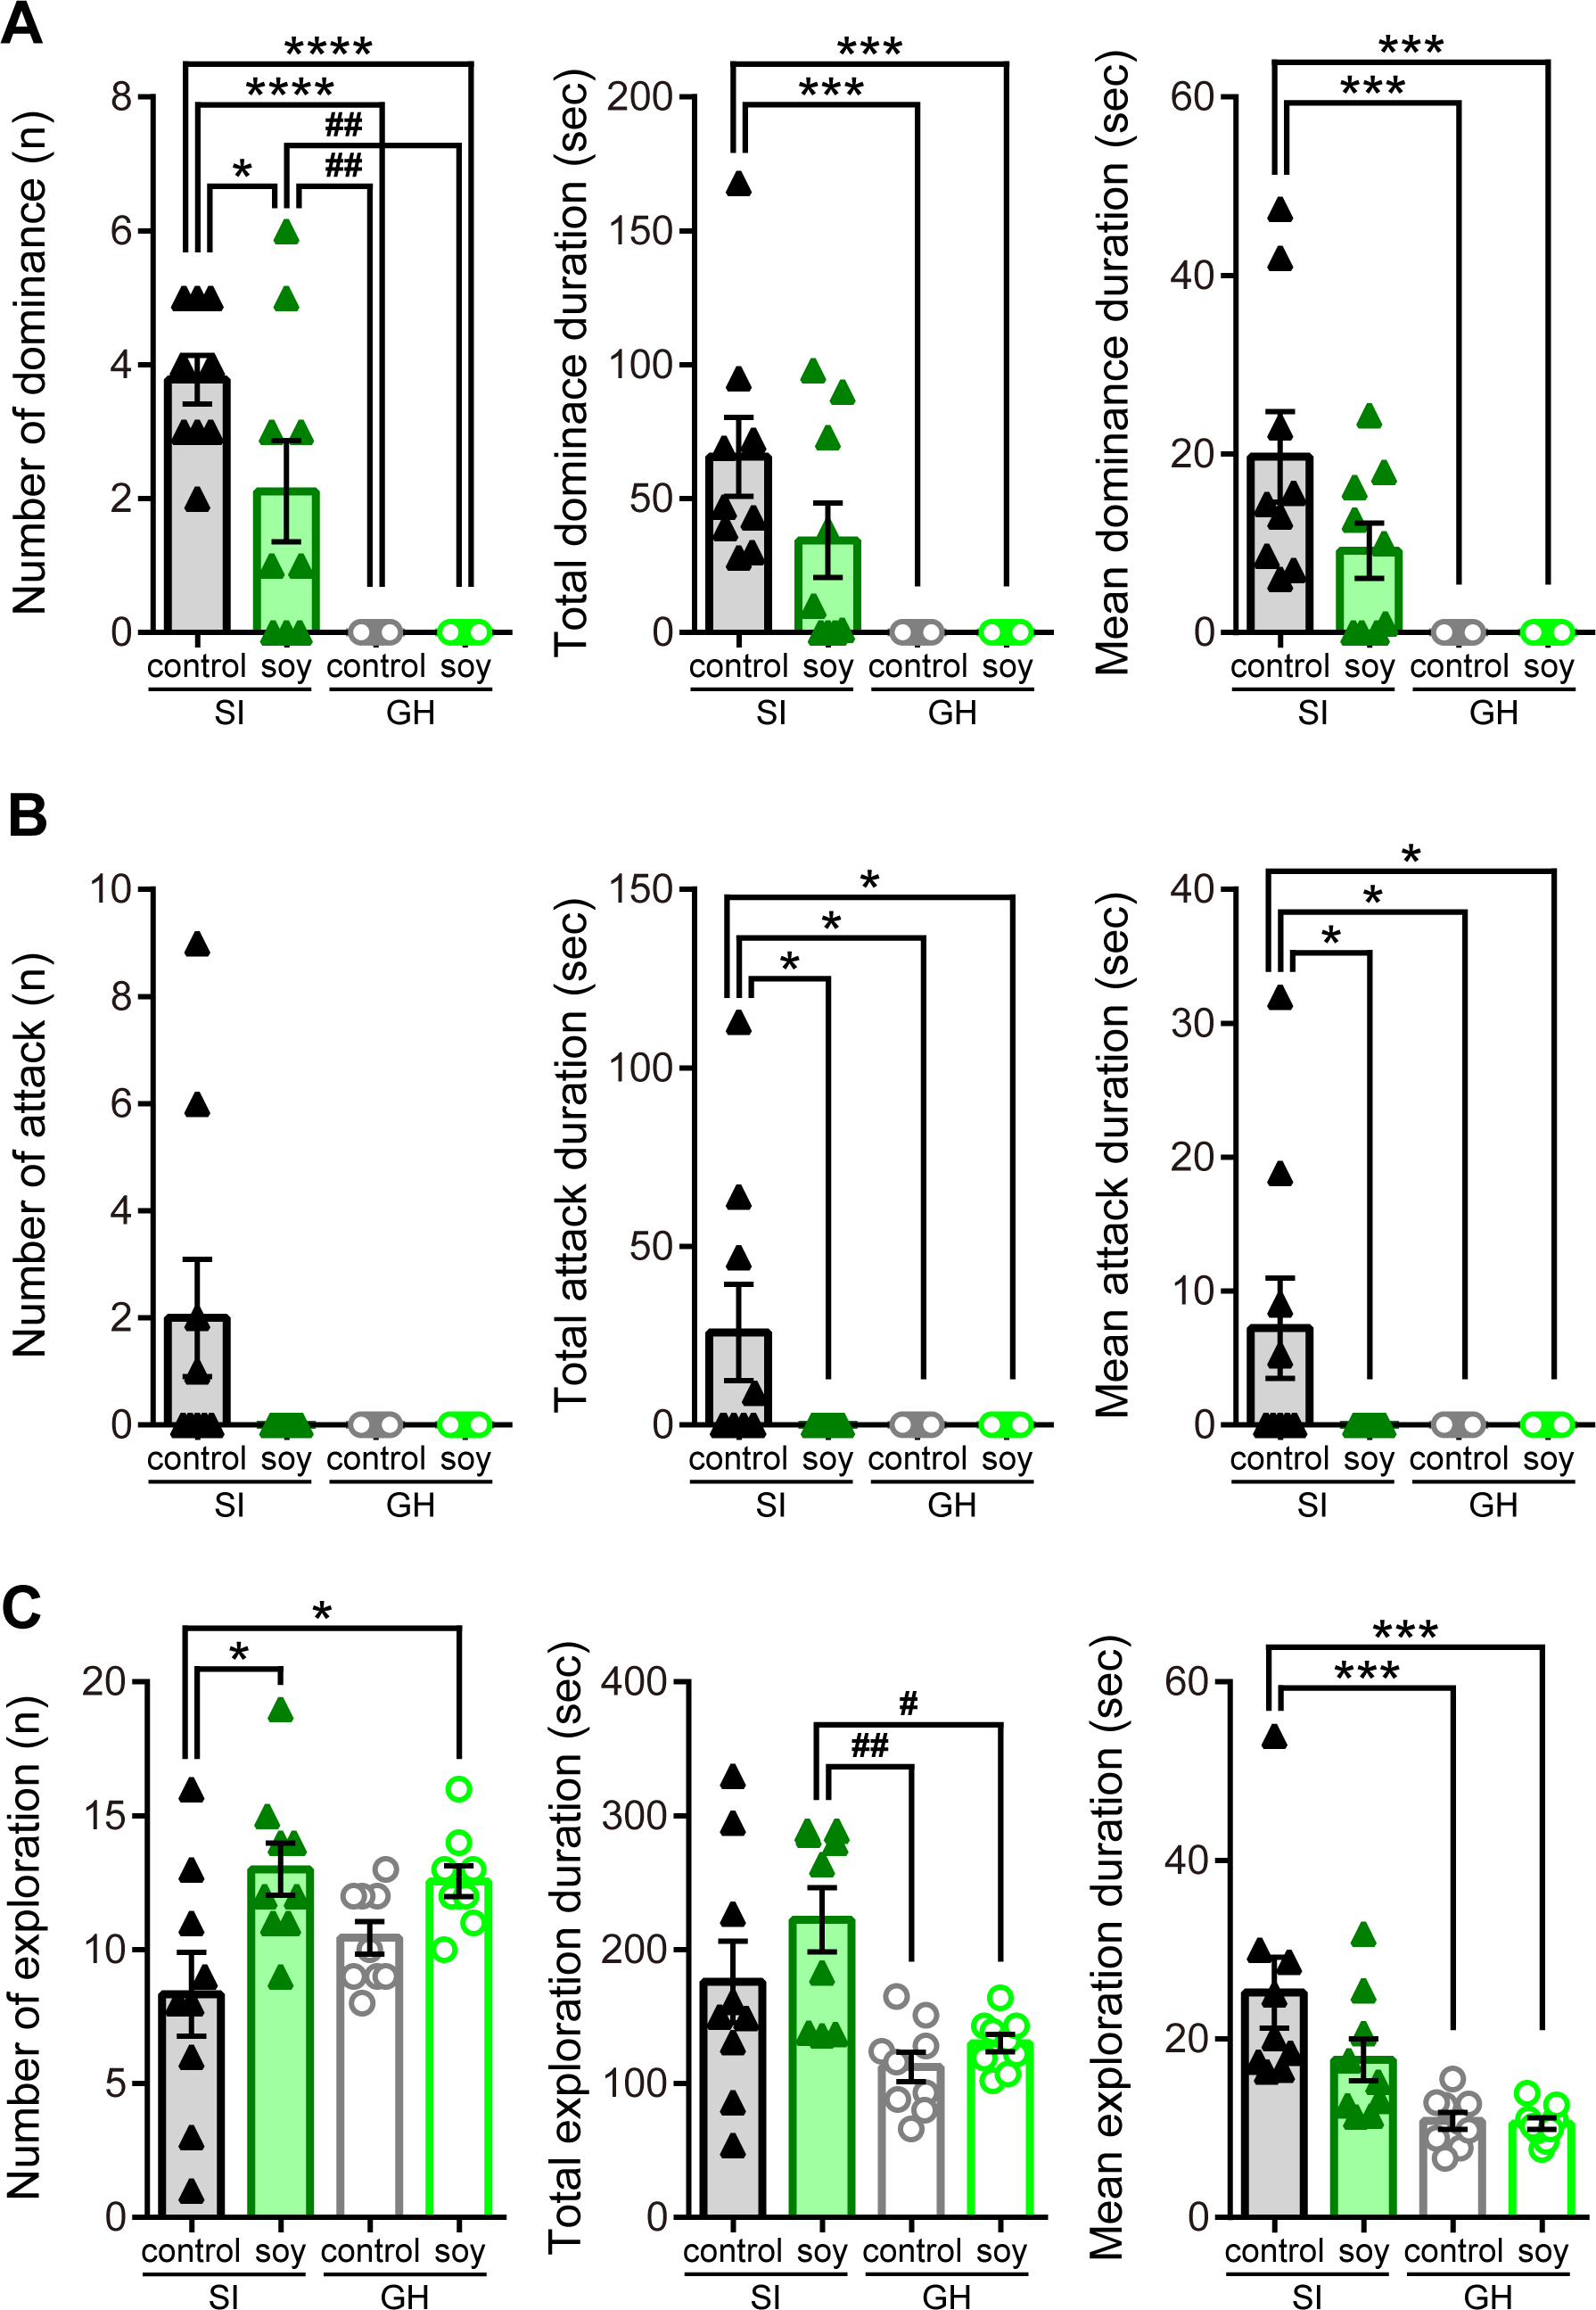
Supplementary Figures:

**Figure S1.** Effects of soy peptides on dominance, attack, and exploration behavior. **(A-C)** Dominance (A), attack (B), and exploration behavior (C) in the dyadic social interaction test are shown for socially isolated (SI) mice given control diet (black closed triangles; *n*=9) or soy peptide diet (dark green closed triangles; *n*=9) and group-housed (GH) mice given control diet (gray open circles; *n*=9) or soy peptide diet (light green open circles; *n*=9). Data are expressed as mean and SEM. ^*^*p*<0.05, ^***^*p*<0.001, and ^****^*p*<0.0001 *vs*. SI control; ^#^*p*<0.05 and ^##^*p*<0.01 *vs*. SI soy; two-way ANOVA with Tukey *post*-*hoc* test.

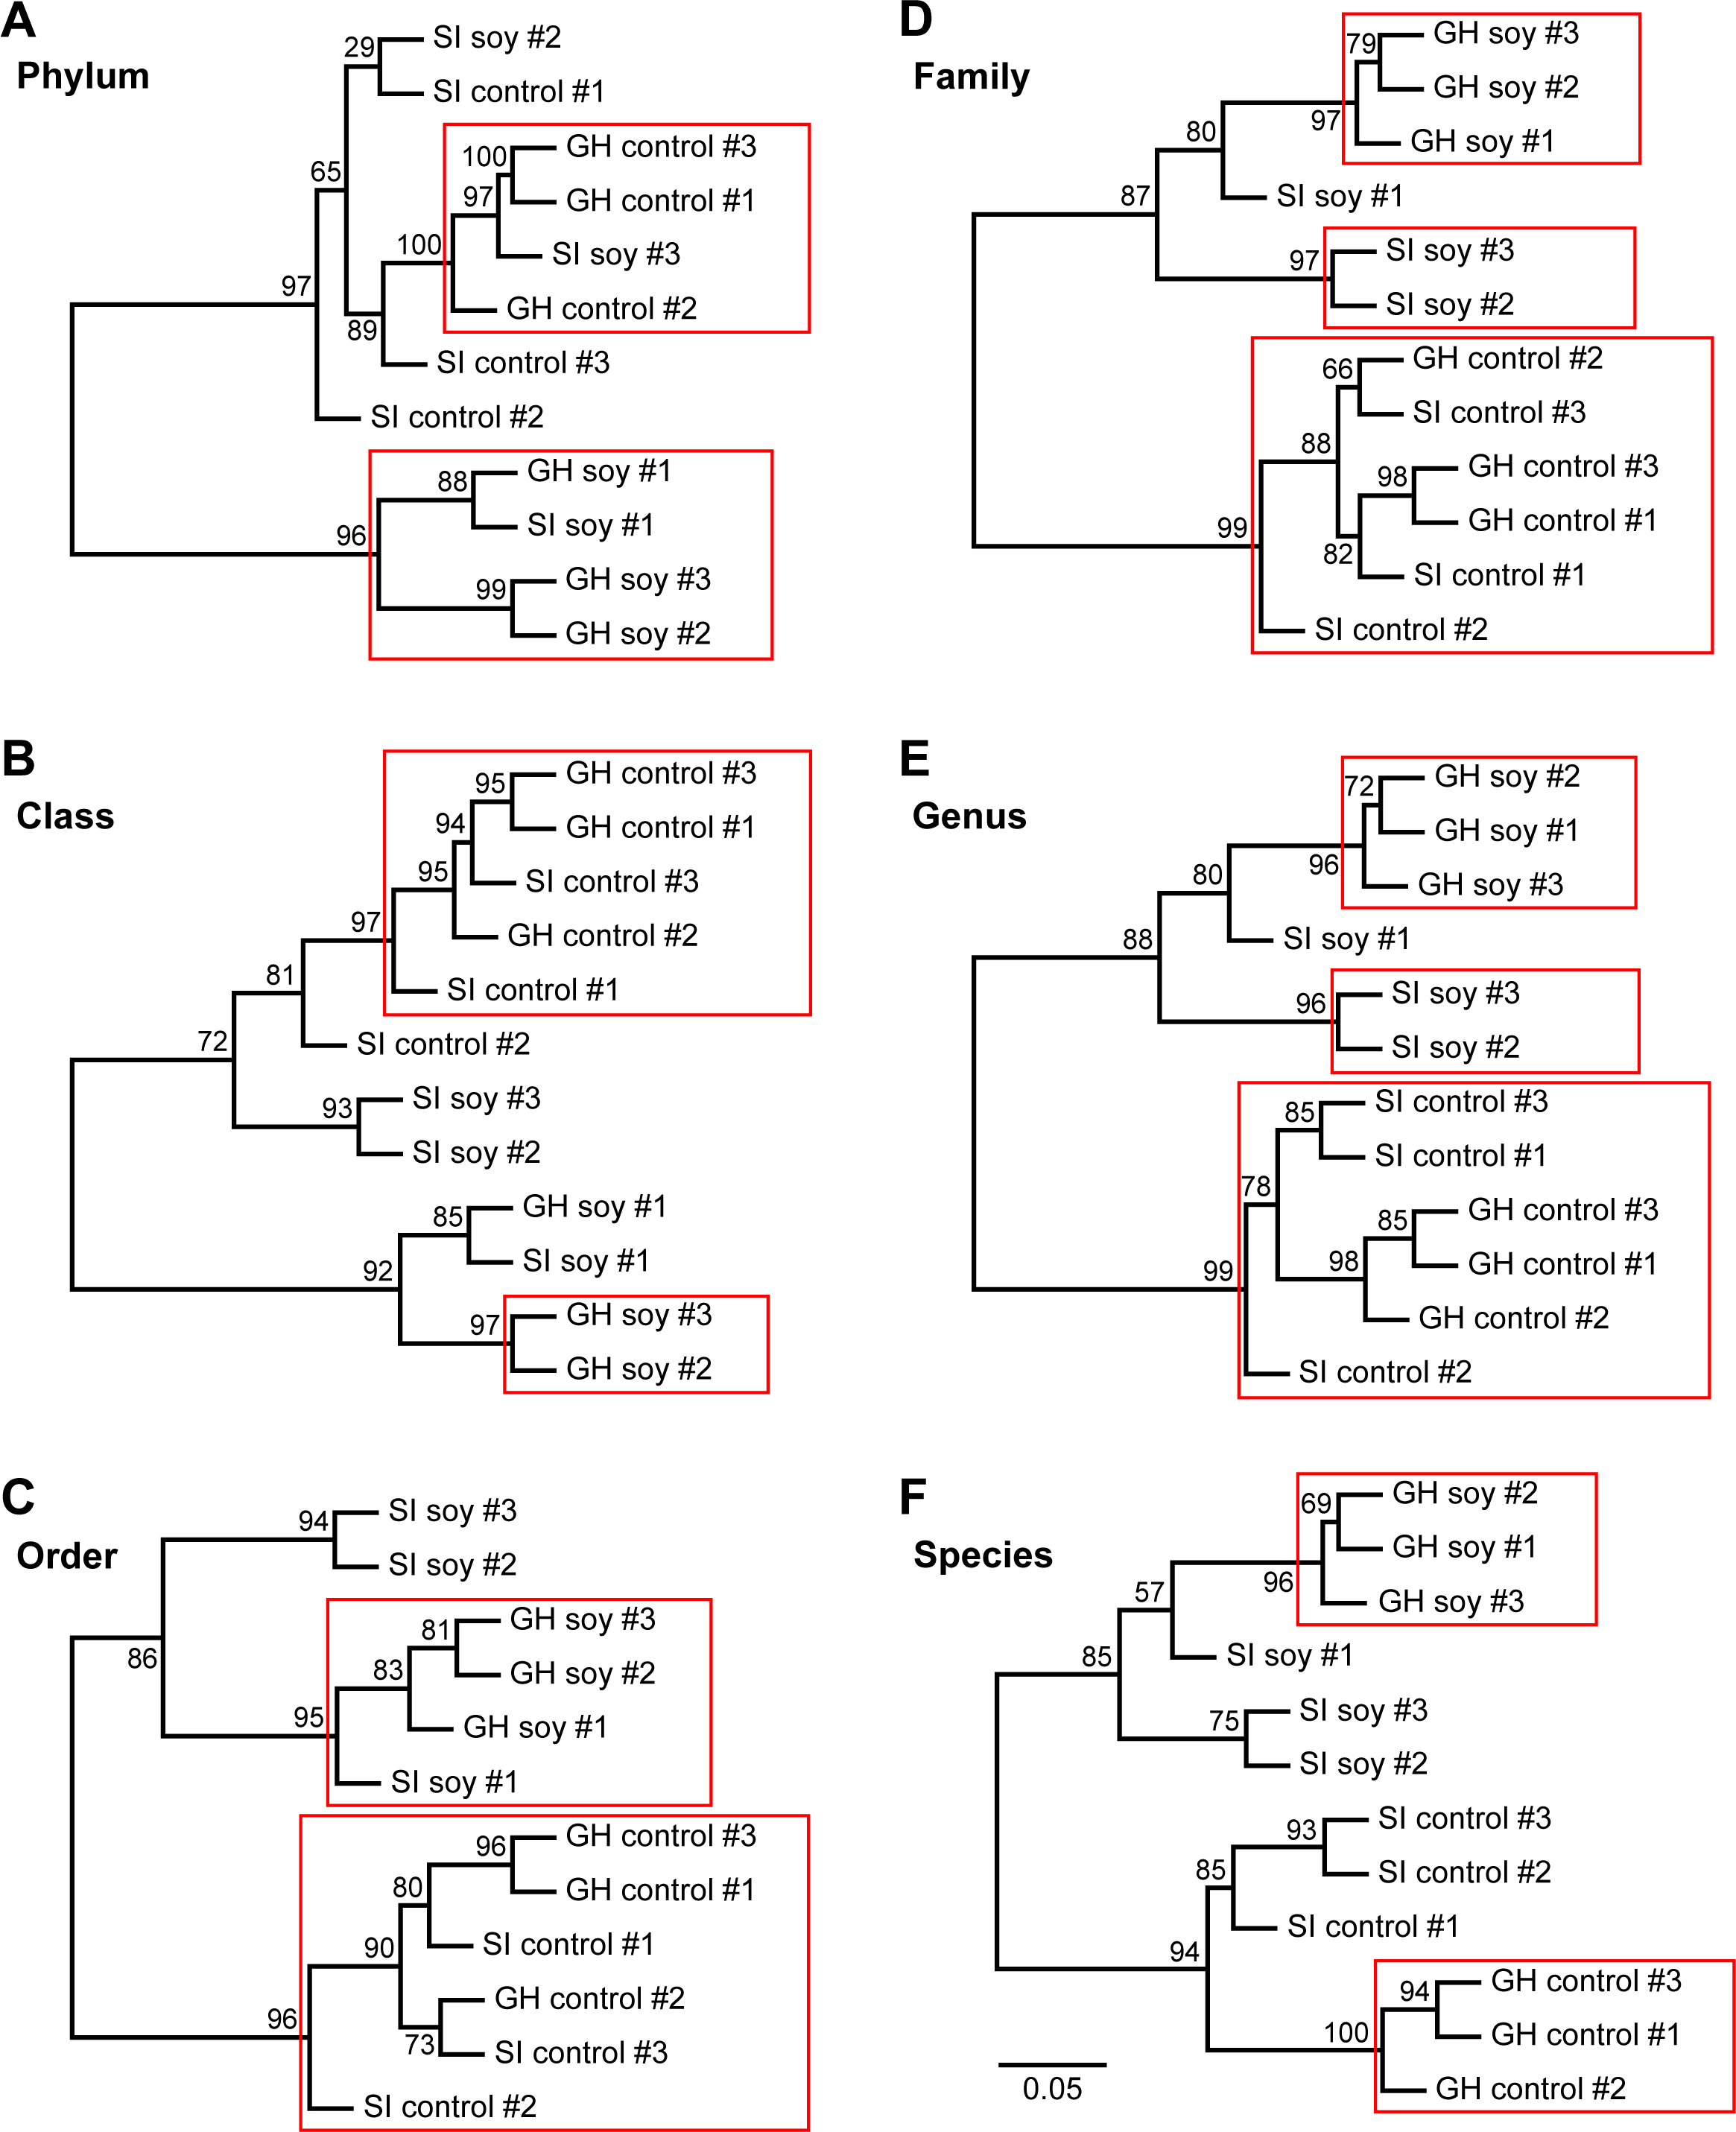

**Figure S2.** Hierarchical clustering tree on each classification level.

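Relative abundances were summed at each rank and the 12 mice clustered by average linkage on 1 minus their correlation. At the family, genus and species levels the first split of the tree placed all 6 control diet-fed mice on one side and all 6 soy peptide-fed mice on the other, with GH and SI mice together on either side. At the order and class levels 4 mice lay on the side of the other diet, and the smaller branch held GH soy mouse 2, SI control mouse 2 and SI soy mice 1 and 2. At the phylum level 5 mice lay on the side of the other diet. Diet accounted for 20.7% of the variation between mice for phyla (Bray-Curtis dissimilarity, exact permutation test, p = 0.090, adjusted p = 0.180), 26.4% for classes (p = 0.040, adjusted p = 0.096), 29.8% for orders (p = 0.030, adjusted p = 0.090), 62.7% for families and 62.8% for genera (p = 0.005, adjusted p = 0.020 each). S24-7 and the *Bacteroidales* that fell on the soy peptide diet are separate taxa from the family level down and 1 taxon at the order level. Rearing accounted for 17.7% of the variation at the phylum level (exact permutation test, p = 0.145, adjusted p = 0.249) and for 3.68% at the family level (p = 0.450, adjusted p = 0.465). Clustering has no test here, and with Ward linkage on log2 abundances 2 mice at the phylum level, 2 at the class level and 0 at the order level lay on the side of the other diet.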

Unsupervised hierarchical clustering of relative abundance of gut microbiota in socially isolated (SI) and group-housed (GH) mice fed with control or soy peptide diets for a month (*n* = 3). Values at branches are approximately unbiased (AU) *p* values (%) computed via bootstrap resampling. Clusters with AU ≥ 95 % are indicated by red rectangles.

**
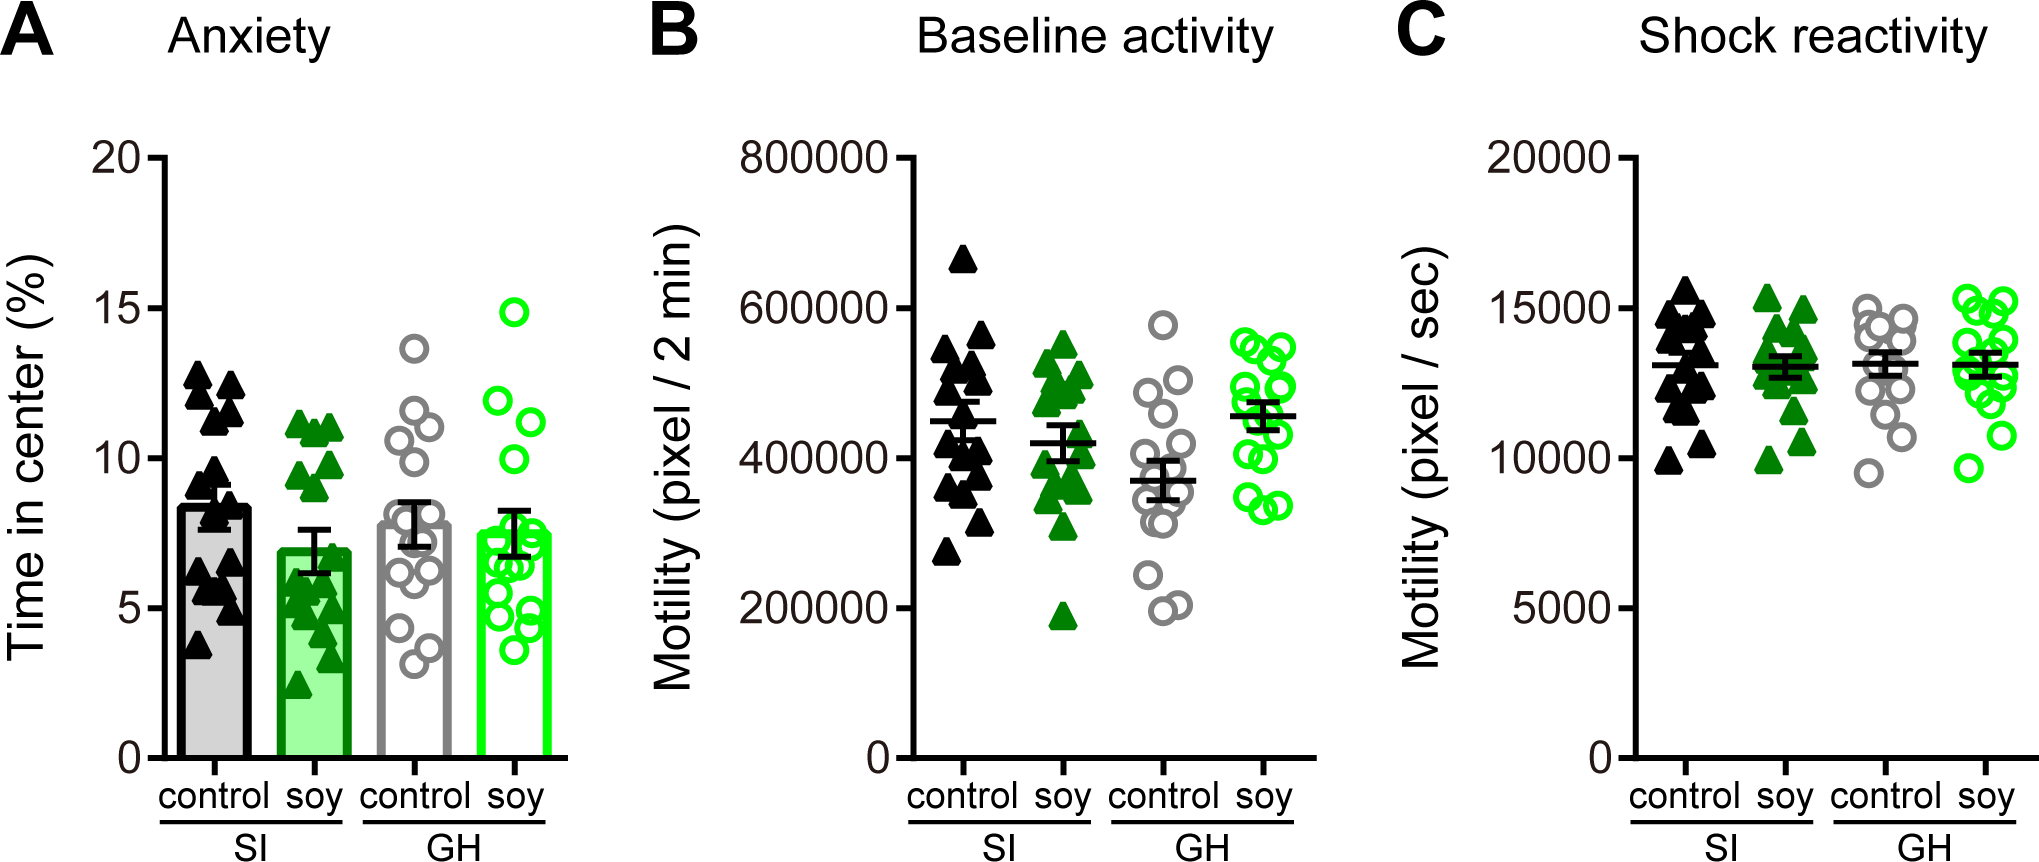
**

**Figure S3.** Impact of anxiety, baseline activity, and shock reactivity.

**(A)** Anxiety-like behavior. Time in center of 30-min period in habituation phase. **(B)** Baseline activity. Motility during the 2-min before the first shock on the day of conditioning. **(C)** Shock reactivity. Average movement during the five 1-sec shock. Anxiety-like behavior, baseline activity before the shock, and shock sensitivity are similar in SI mice given control diet (black closed triangles, n=16) or soy peptide diet (dark green closed triangles, n=16) and GH mice given control diet (gray open circles, n=16) or soy peptide diet (light green open circles, n=16). Data are expressed as mean and SEM.

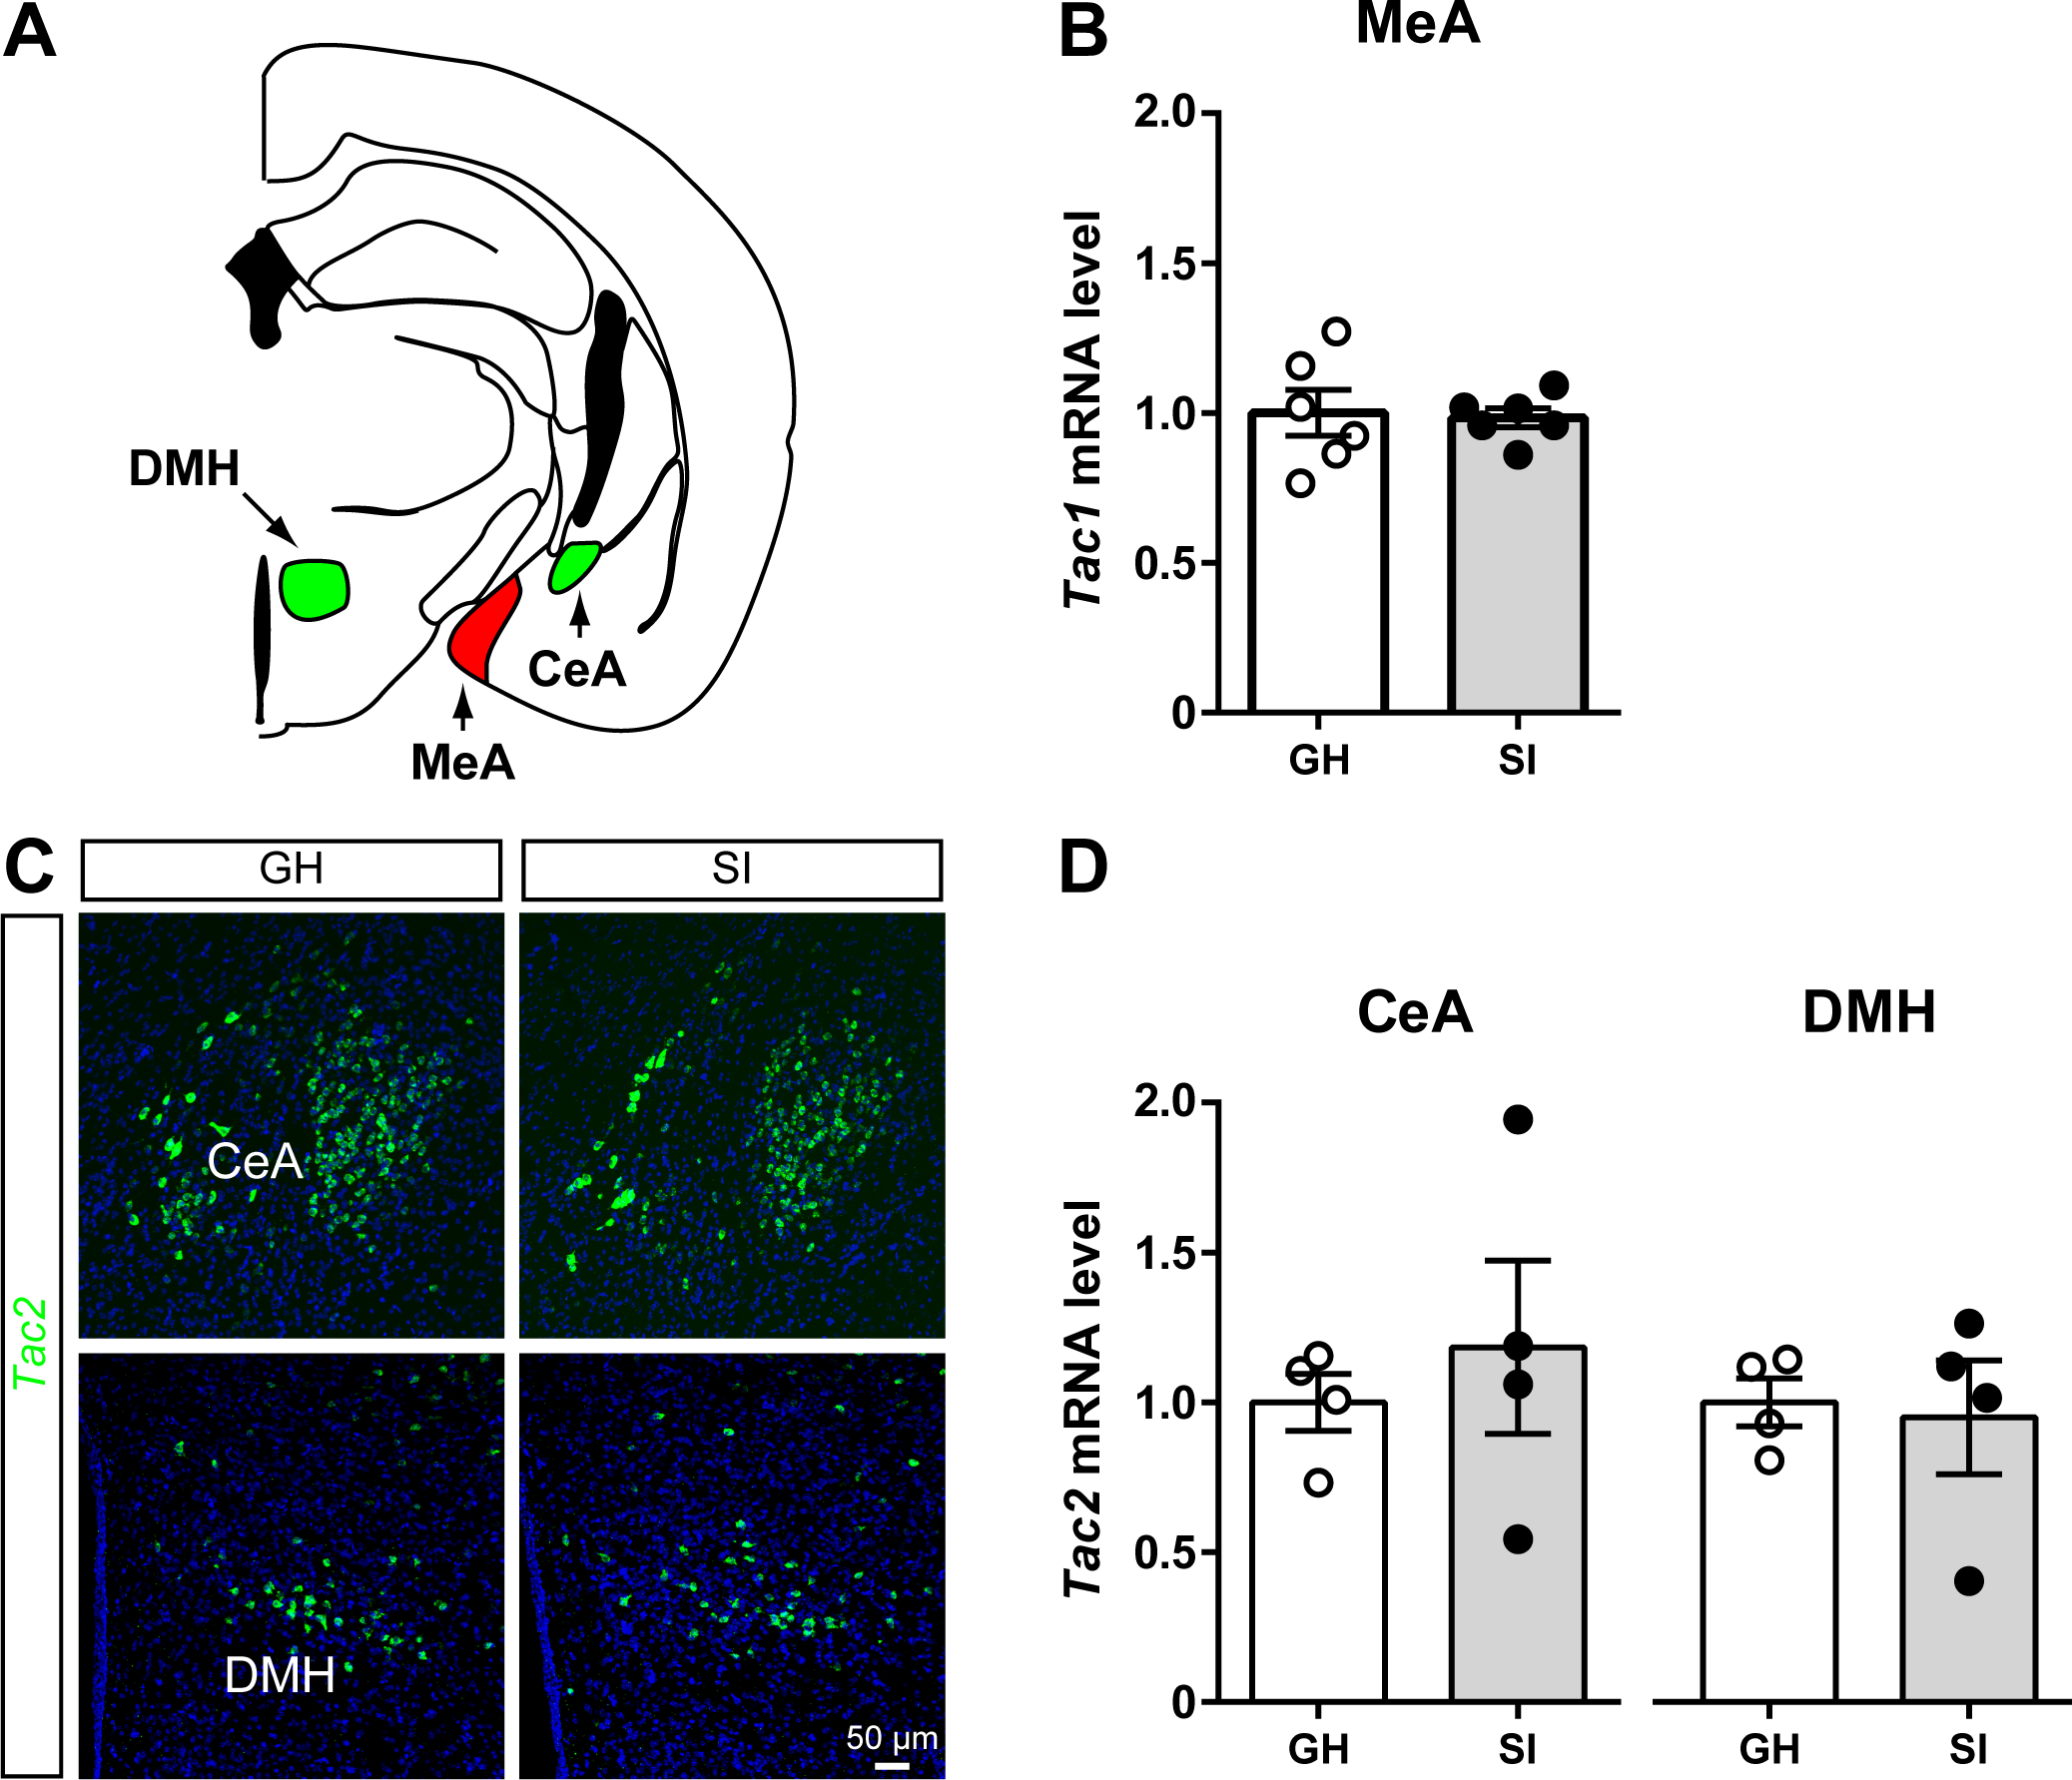

**Figure S4.** Prolonged social isolation does not alter the expression of *Tac1* and *Tac2* in the amygdala and hypothalamus.

**(A)** Schematic drawing depicting the dissected medial amygdala (MeA; red), central amygdala (CeA; green), and dorsomedial hypothalamus area (DMH; green). **(B)** Relative expression levels of *Tac1* mRNA in the MeA (n = 6) of socially isolated (SI) mice are presented as fold changes relative to that of group-housed (GH) mice. **(C)** Representative photographs of *in situ* hybridization for *Tac2* mRNA (green) in the CeA (upper) and DMH (lower) of GH and SI mice. Blue indicated DAPI staining of nuclei. **(D)** Relative expression levels of *Tac2* mRNA in the CeA (left; n = 4) and DMH (right; n = 4) of SI mice are presented as fold changes relative to that of GH mice. There is no significant difference in the *Tac1* and *Tac2* expression in the amygdala and hypothalamus between the two groups. Data are expressed as mean and SEM.

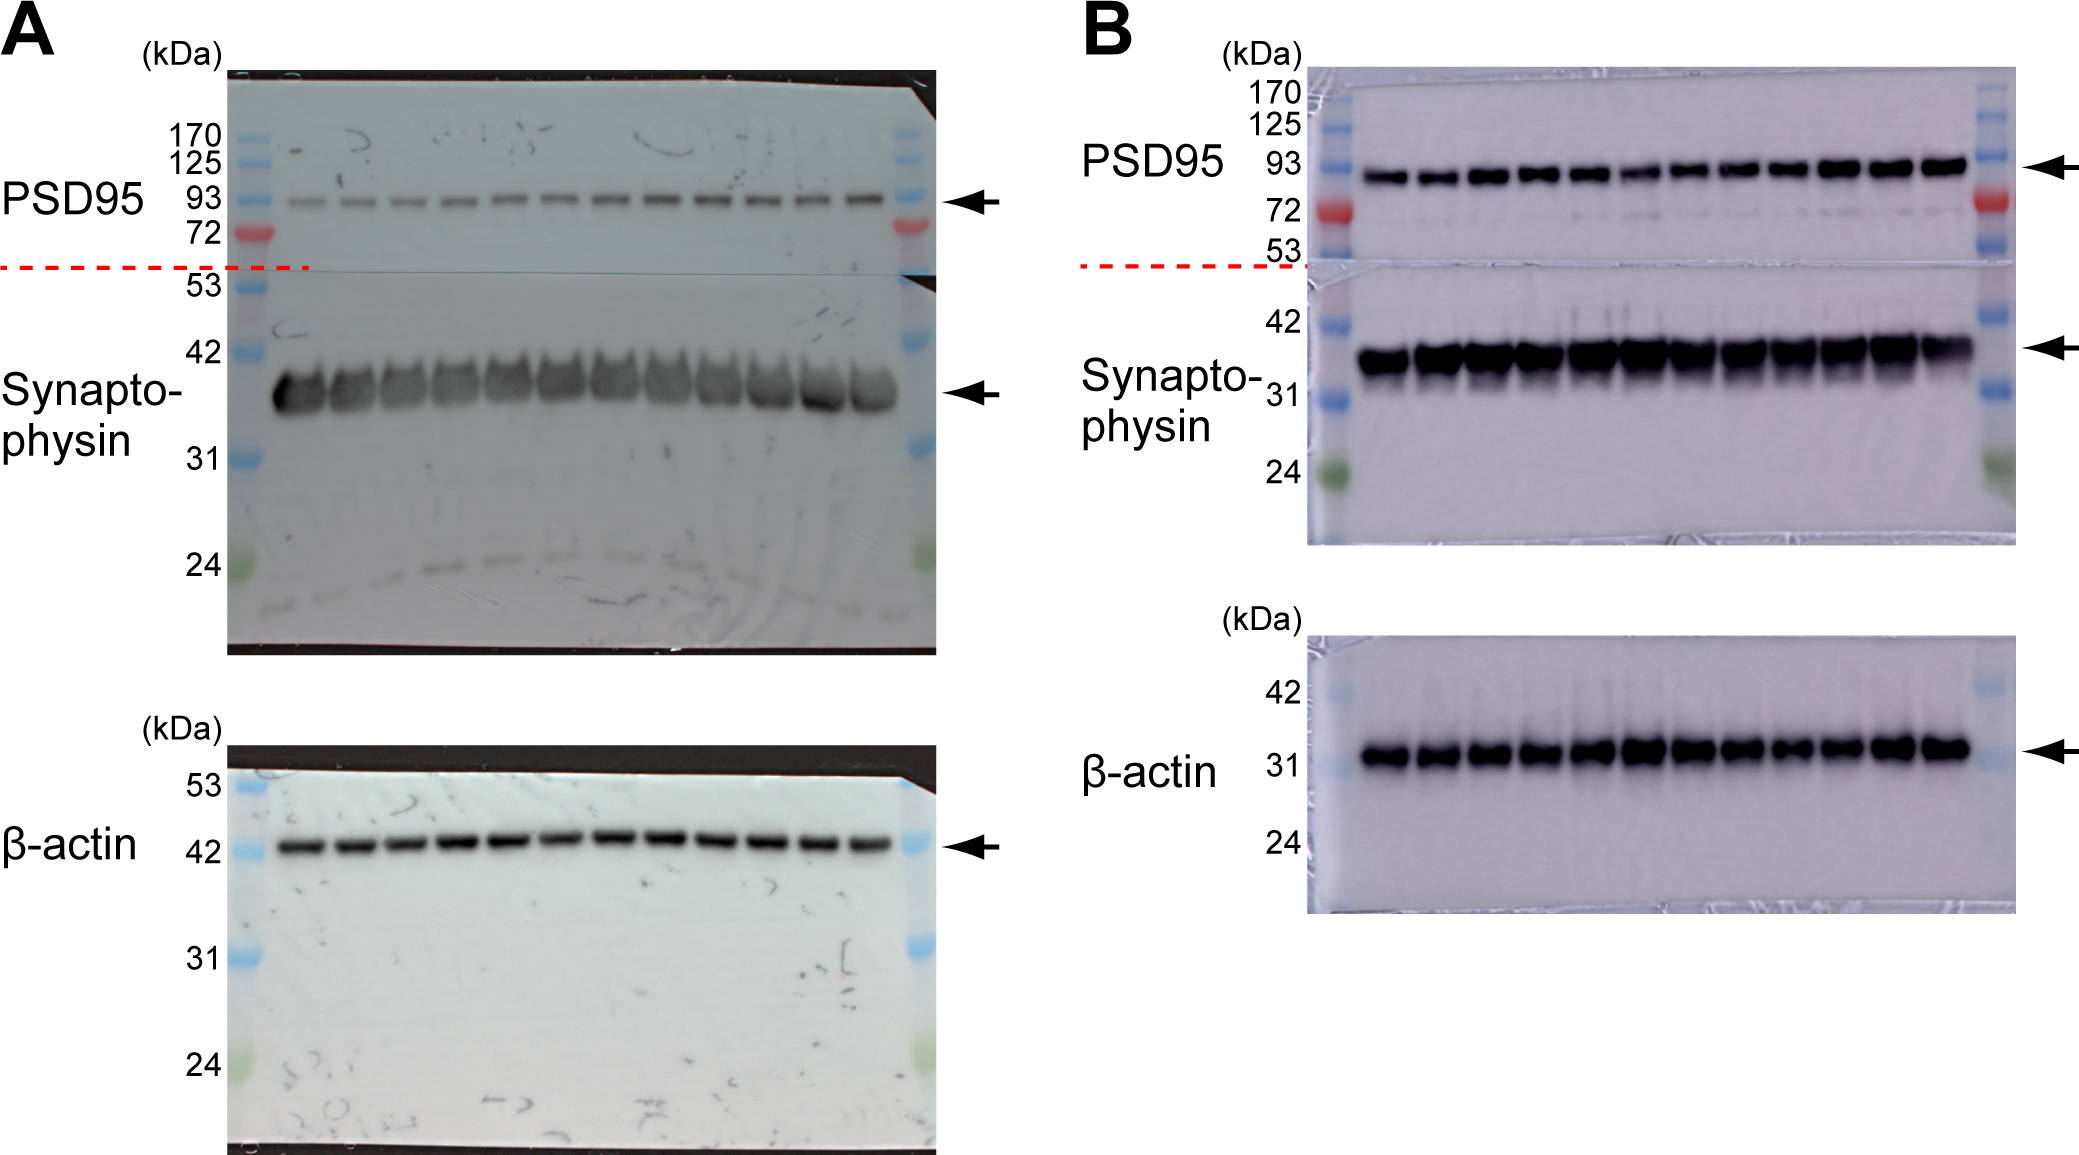

**Figure S5.** Raw data of western blots used in Figure 6A.

**(A, B)** Membranes cut horizontally above 53 kDa marker (red dashed line). The top portions of the membrane were probed for PSD95 and bottom portions were probed for synaptophysin and reprobed for β-actin.

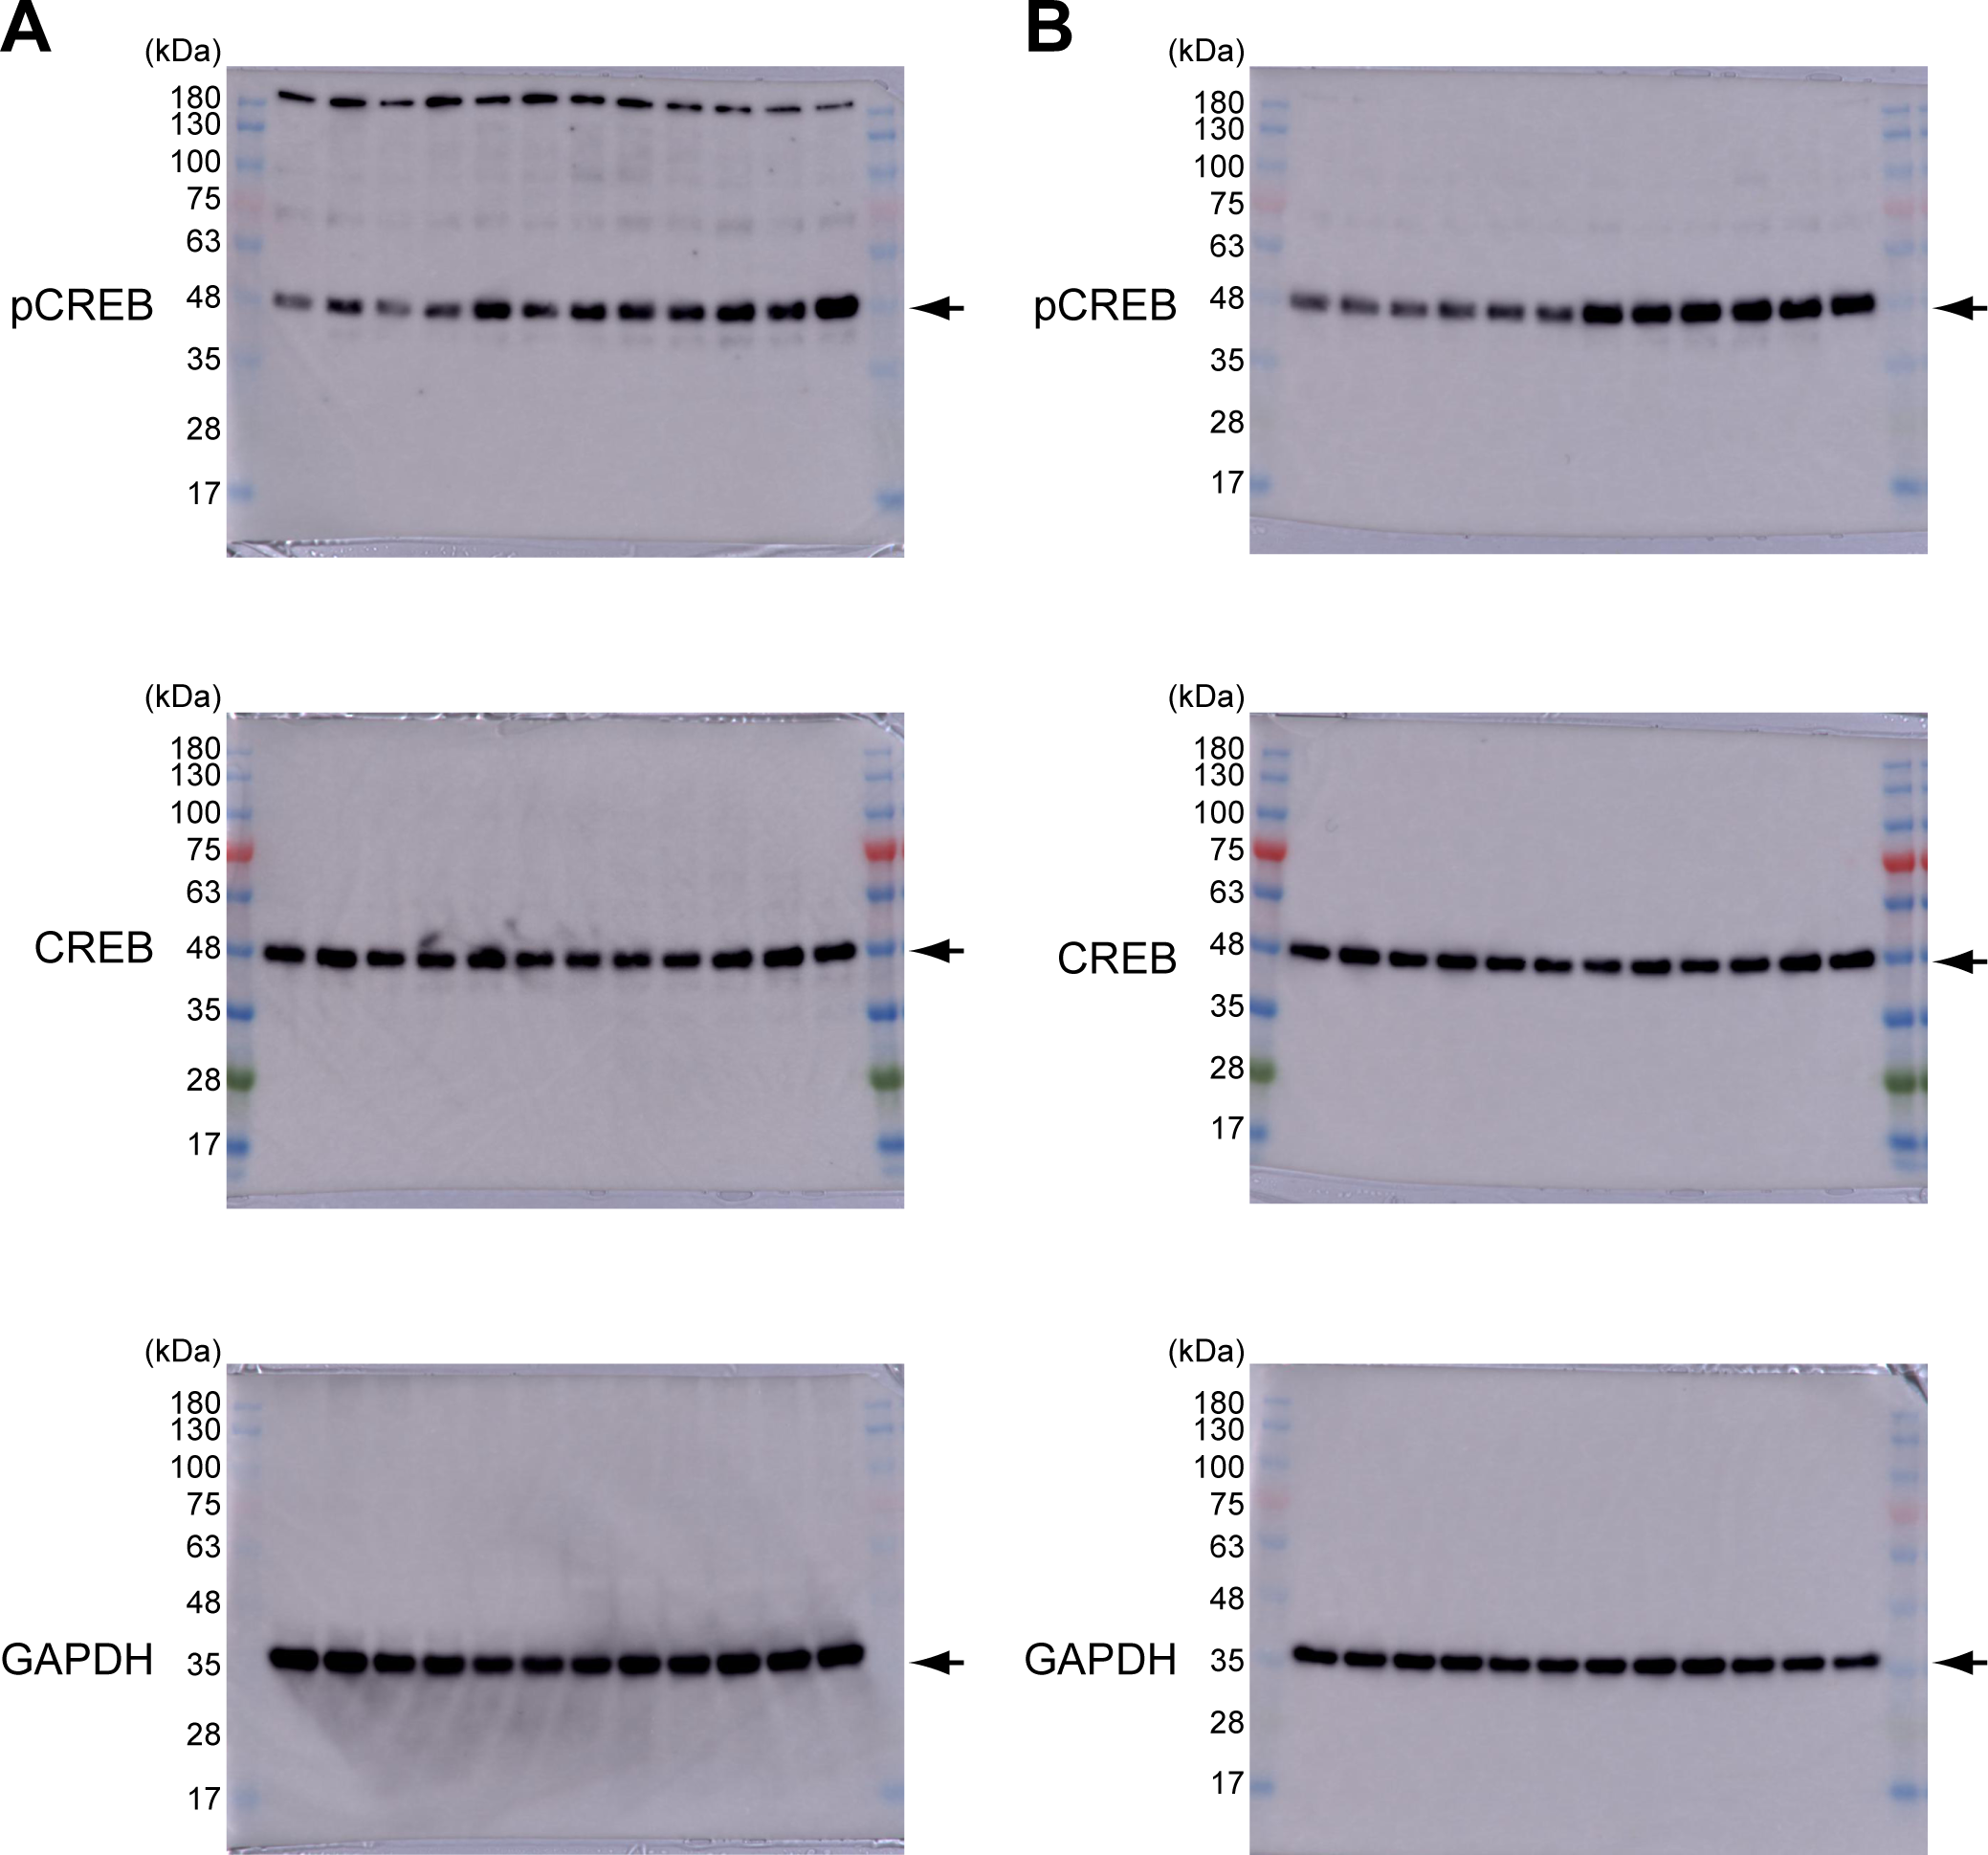

**Figure S6.** Raw data of western blots used in Figure 6B1.

**(A-C)** Membranes were probed for CREB (middle), stripped, and reporbed for phospho-CREB (pCREB; upper) and GAPDH (lower).

**
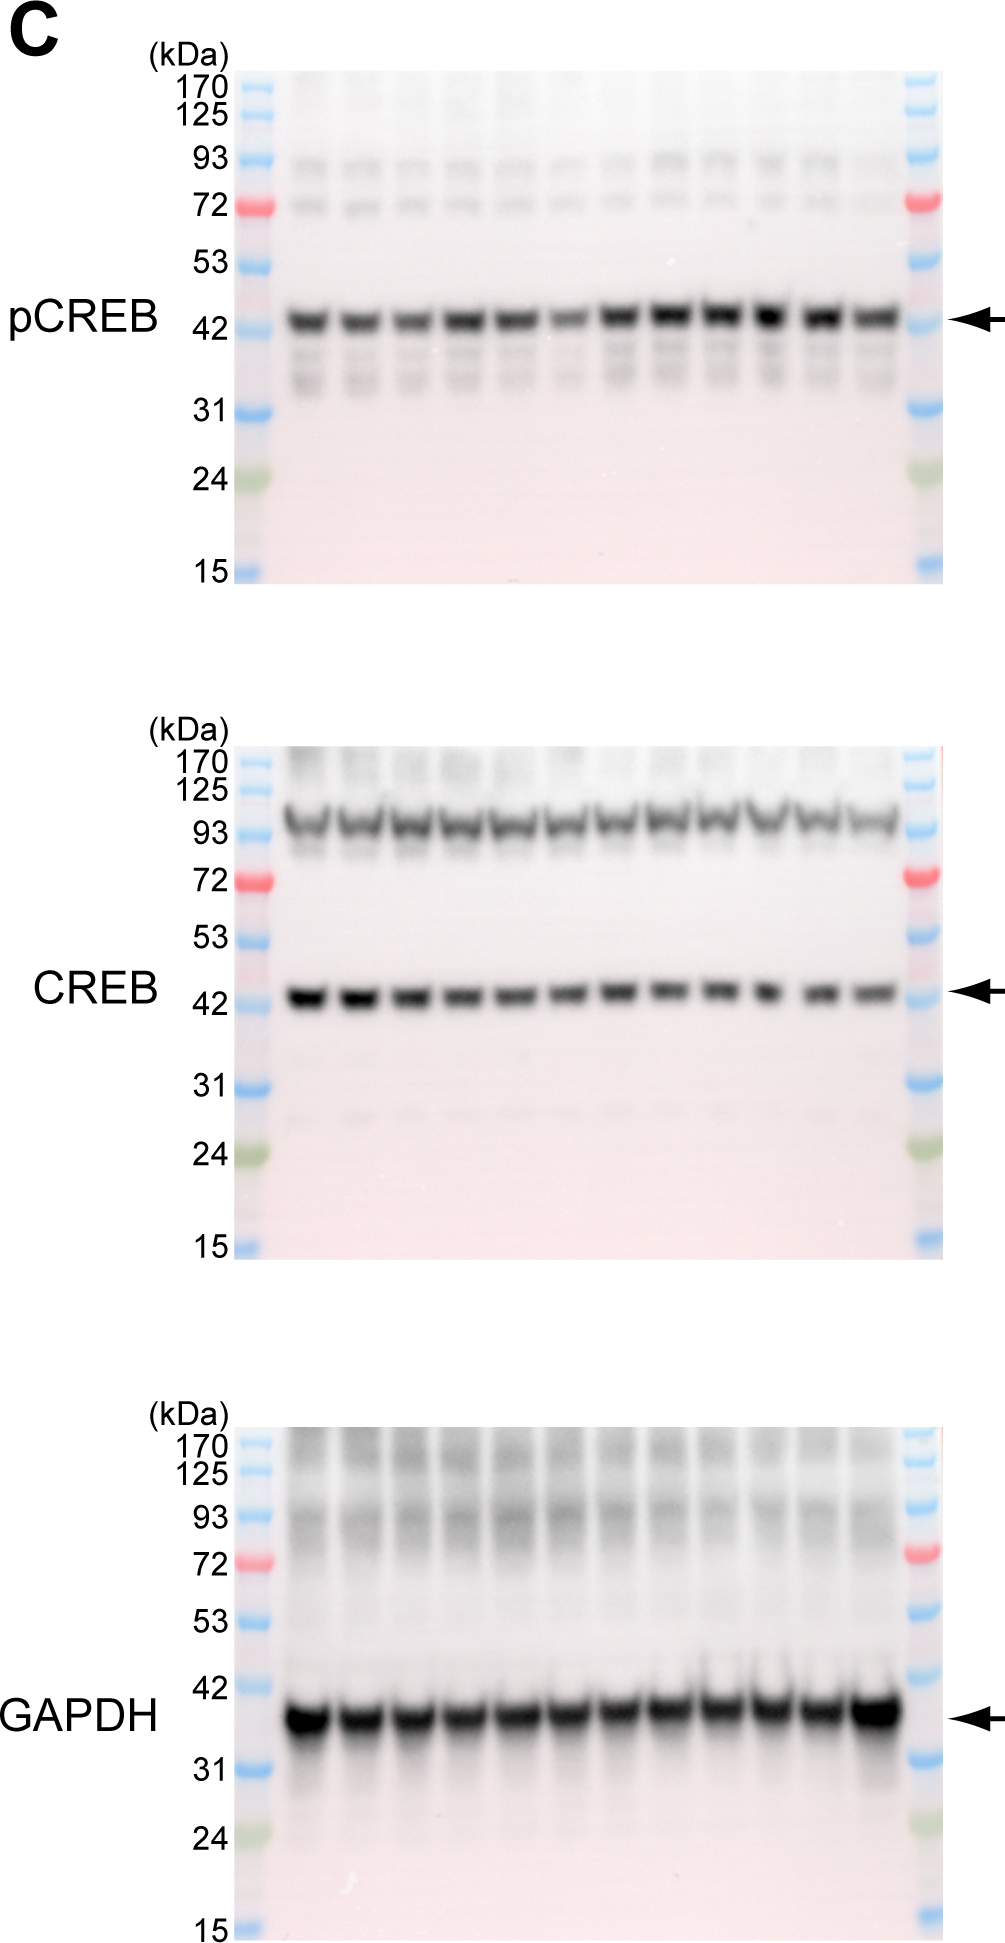
**

**Figure S6, continued.**

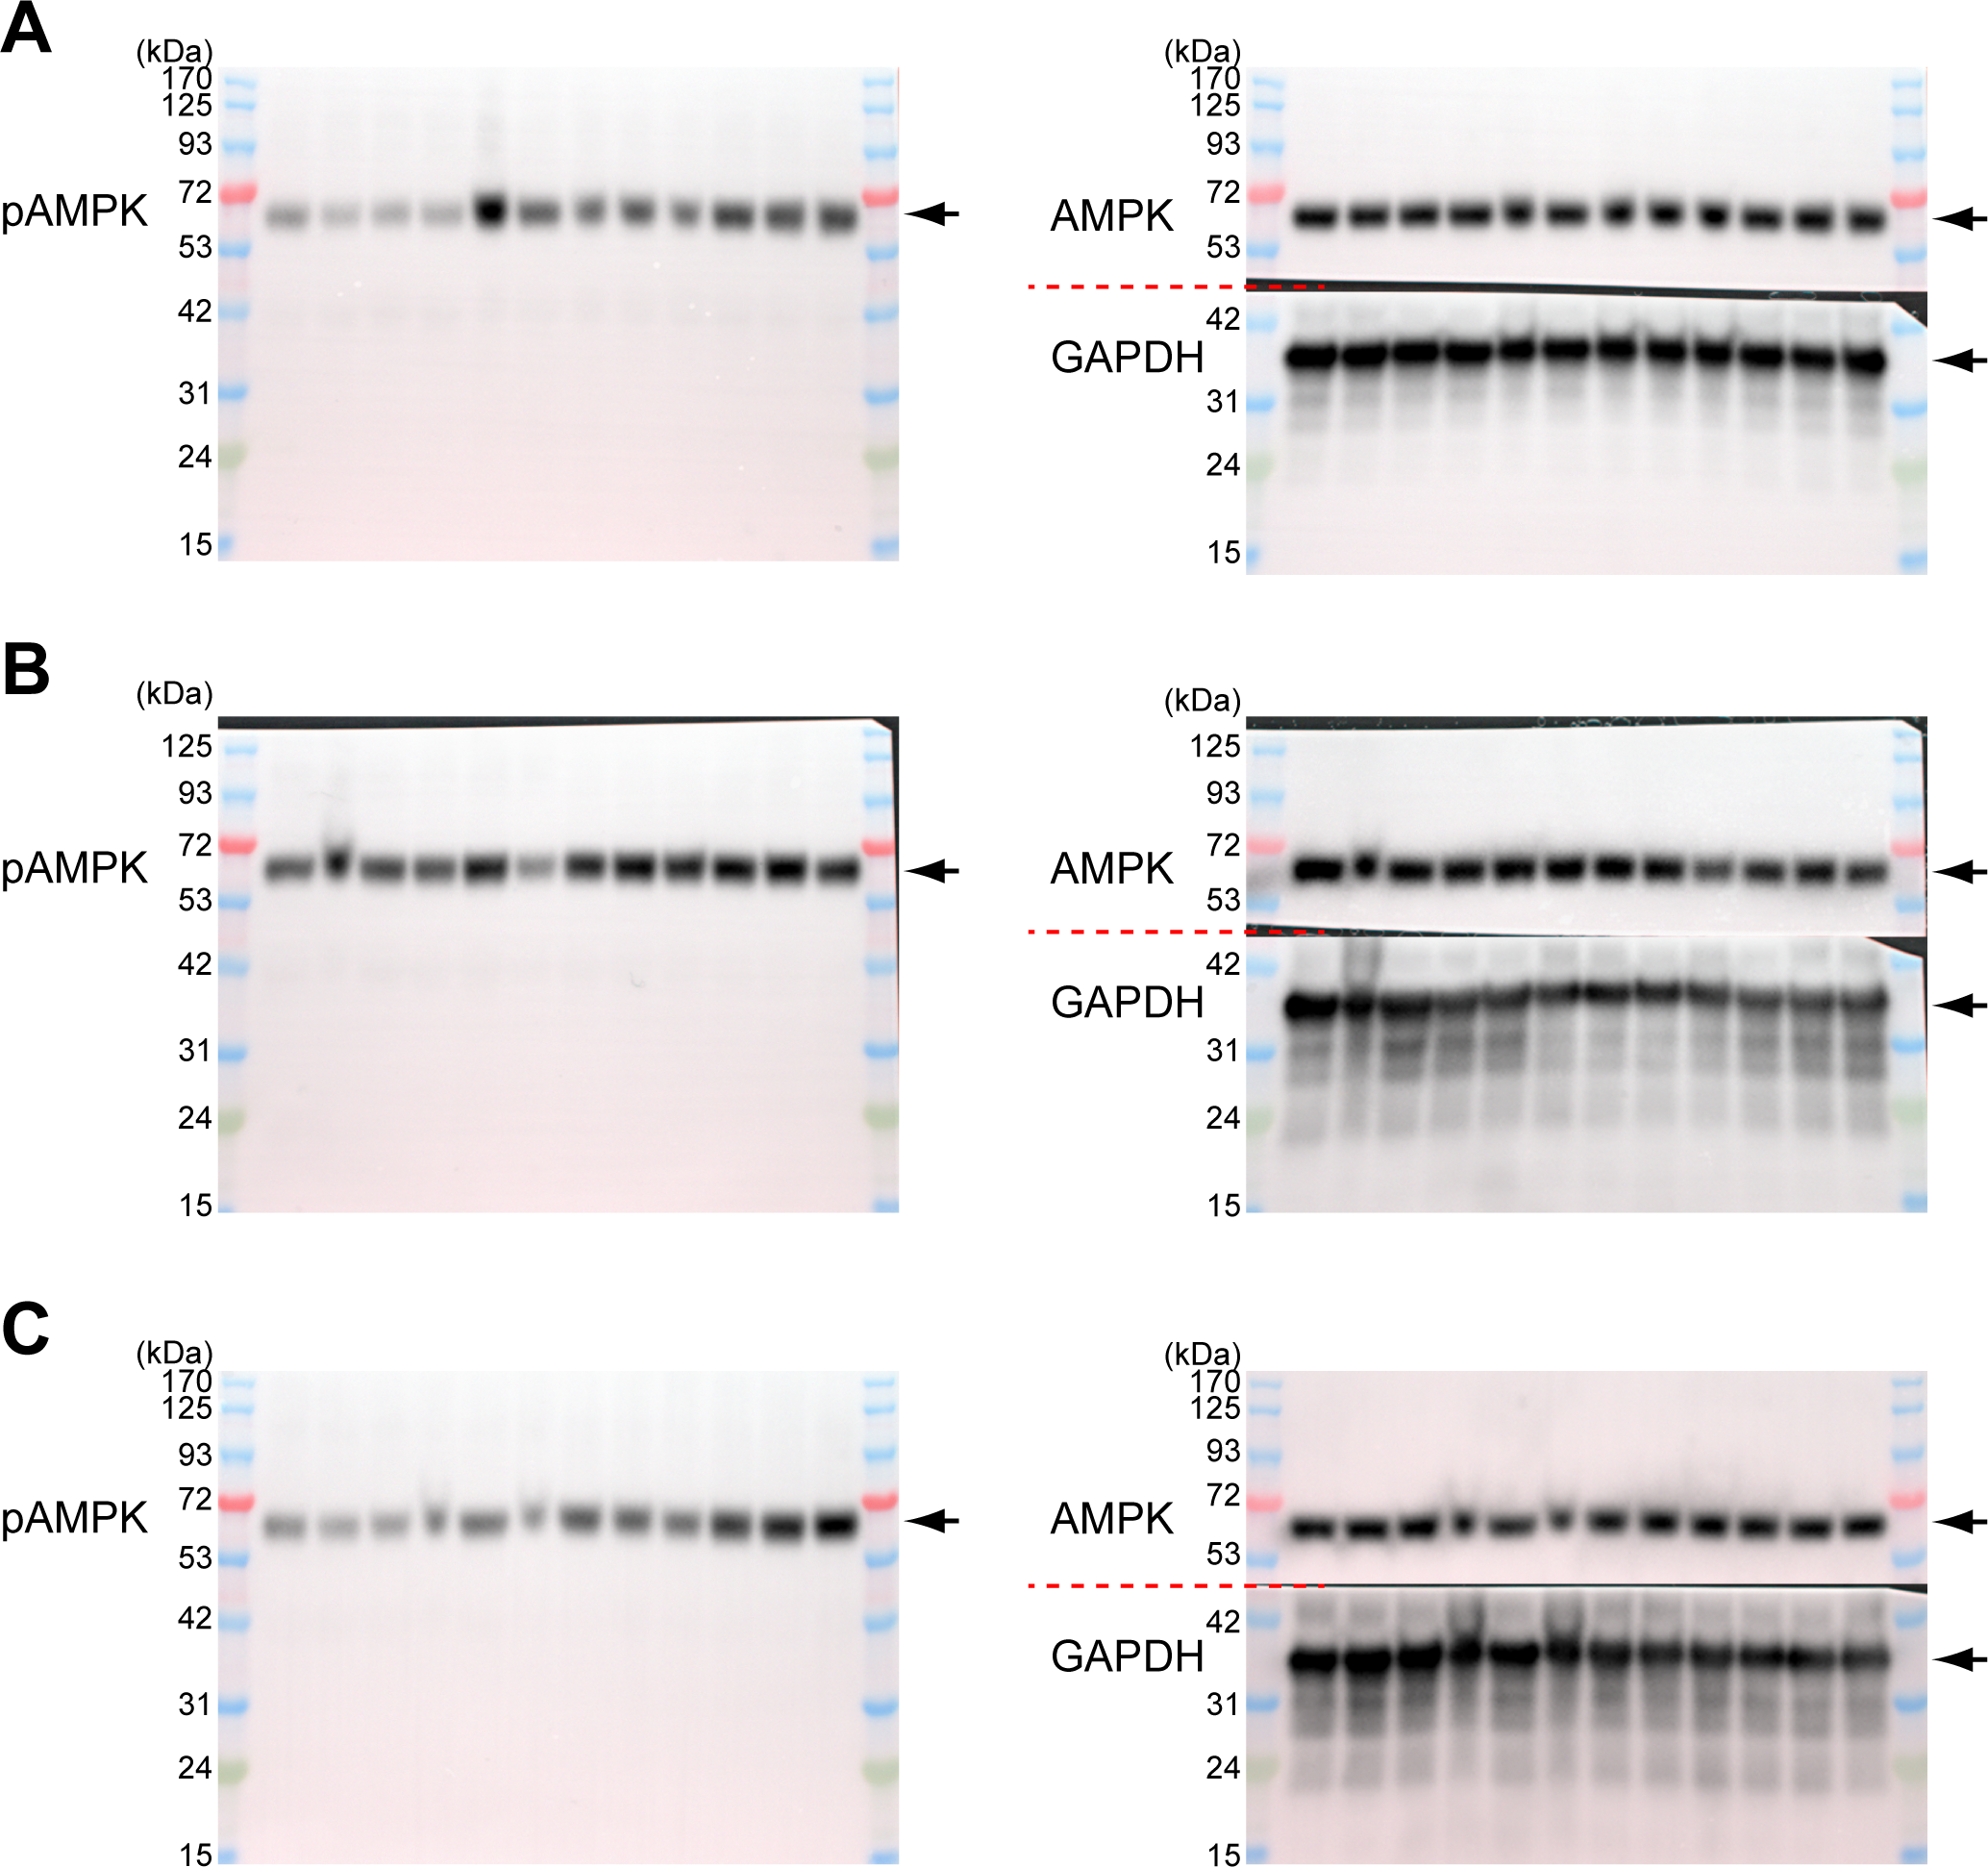

**Figure S7.** Raw data of western blots used in Figure 6B2.

**(A-C)** Membranes were probed for phosphor-AMPK (pAMPK; left), stripped, cut, and reporbed for AMPK (upper, right) and GAPDH (lower, right). Membrane cut horizontally below 53 kDa marker (red dashed line).

How the deposited data were processed for this re-analysis (not part of the article)

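Fecal samples of 12 C57BL/6J mice, 3 each from the GH control, GH soy, SI control and SI soy groups, had been collected after 4 weeks of diet, and the V3-V4 regions of the bacterial 16S rRNA gene had been sequenced on a MiSeq. The values are counts of reads per species-level taxon, which the authors made with Flora Genesis software from 75000 reads per mouse and deposited as whole numbers, without scaling and without pooling mice. The paper's text does not name the reference database, the similarity threshold of the assignment or how the 75000 reads were drawn. Assigned reads numbered 74607 to 74818 per mouse (median 74706), and 0 columns of per-mouse values were left out. Reads that the table lists as unclassified number 26 in all and at most 0.0054% of a mouse's reads. The table has 151 taxa, 73 of them with a species name. Of these, 42 are references named [*Ruminococcus*] *gnavus*, which hold 3.07% of the reads, and reads of such similar references can be divided between them in ways that cannot be checked from counts. Mice of a group were tested for duplicated libraries, and the 12 pairs within groups differed with a chi-square per degree of freedom of 31.7 to 228, which duplicates of 1 library would not reach.

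Each mouse's diet and rearing were taken from the deposited sample labels. Relative abundance is the percentage of a mouse's assigned reads. Taxa with at least 10 reads in at least 3 mice (76 taxa) were tested with the quasi-likelihood test of edgeR (version 4.0.16, in R 4.3.3) with a model of the 4 groups and each mouse's total assigned reads as library size. The contrasts were diet over both rearings, diet in GH, diet in SI, rearing over both diets, rearing on the control diet, rearing on the soy peptide diet, and the diet by rearing interaction. P-values were adjusted by the Benjamini-Hochberg method over the taxa of a contrast, and 0.05 was the threshold. Standard errors of log2 fold changes are the fold change over the square root of the test's F, and 95% intervals use a t distribution with 8 degrees of freedom. Where all mice of a group had 0 reads, each was set at 3 reads and the fold given as a lower bound, and with 1 to 3 reads in a group a ratio of reads with its 95% counting interval was used.

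Relative abundances of 9 phyla, of the 4 taxa that the paper tests and of 17 lists of taxa were compared with two-sided exact permutation tests that regroup mice within the other factor (400 regroupings), adjusted within each of these families by the Benjamini-Hochberg method. 15 further quantities, among them the percentages outside S24-7 and the sum of the *gnavus* references, were chosen after the data were seen and their p-values are not adjusted. Bray-Curtis dissimilarity at 6 taxonomic ranks was divided by diet and rearing with the same regroupings, adjusted over 12 tests. The mice were clustered by average linkage on 1 minus their correlation. Shannon index and number of taxa were compared by diet and by rearing on all reads assigned to the named taxa. Thinning to 74604 reads per mouse was an alternative. Each mouse's distance to its group mean was compared between GH and SI mice. These steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. With 3 mice against 3, an exact test of a single pair of groups cannot give a p below 0.1, so none was used for single values within a rearing or a diet.

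The contrasts, tests, lists, alternatives and the rule for naming taxa were fixed before the data were examined, but the read numbers of the 30 taxa in Table S2 had been seen with the paper. Taxa are named where the paper names them in its text, Fig. 5 or Table S2, where they are among the 10 largest changes of a contrast with no overlap between the mice compared, where they have 0 reads in all mice of 1 diet or rearing and at least 10 in all mice of the other, and where they belong to a list. F16, *Dehalobacterium*, *Peptostreptococcaceae* and the *Firmicutes* reads with no lower name lie outside this rule and were named after their values were seen. The lists were *Lactobacillales*, milk starter genera, plant organelle reads, butyrate producers, mucin degraders, *Desulfovibrionaceae*, *Coriobacteriaceae*, *Bifidobacteriaceae*, *Erysipelotrichaceae*, *Turicibacteraceae*, *Lachnospiraceae*, *Ruminococcaceae*, *Clostridiaceae*, S24-7, *Bacteroidales* other than S24-7, *Proteobacteria*, and reagent and skin genera. By diet 2 lists were higher and 6 lower on the soy peptide diet.

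The alternatives were TMM factors, DESeq2 (version 1.42.0) with its poscounts size factors, limma (version 3.58.1) on centred log-ratios with 0.5 added to each count, no filter on low reads (151 taxa), at least 100 reads in at least 3 mice (43 taxa), reads summed to genus (55 genera), a term for the replicate number, a fit of only the groups compared, and leaving out each mouse in turn. For relative abundances and communities they were centred log-ratios, Aitchison distance, square roots and Ward linkage. A test without the S24-7 reads was added after the data were seen. The edgeR test was tested on simulated data of the same 4 groups with 76 taxa, 20 of them changed, in 20 simulations. By diet it recovered 76.8% of 4-fold changes with 0.55 false calls on average and 11.5% of 2-fold changes with 0.35 false calls. In GH mice alone it recovered 42.8% of 4-fold and 2.8% of 2-fold changes, and in SI mice alone 40.0% and 1.0%. The simulated reads of a mouse were not held to a fixed total. The false calls therefore leave out falls that follow from the rise of an abundant taxon such as S24-7.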

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

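The tests of *Allobaculum* and *Lactococcus* below, and those of standard errors, of depth and of a weaker diet effect in SI mice, were chosen only after the results were seen.

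The paper discusses taxa of Table S2, and of 17 taxa outside that table that passed by diet with edgeR, 10 were higher and 7 lower on the soy peptide diet. Of the higher ones, 6 are [*Ruminococcus*] *gnavus* entries, and the others are [*Mogibacteriaceae*], *Adlercreutzia*, the *Prevotella* of the *Prevotellaceae* and *Firmicutes* reads with no lower name. The 7 lower ones are *gnavus* entry 263362, *Desulfosporosinus*, *Clostridium perfringens*, *Clostridiaceae* with no genus, *Odoribacter*, *Dehalobacterium* and *Peptostreptococcaceae*. The log2 fold changes of the 4 largest rises with no overlap between diets were 3.30 for *gnavus* entry 269103, 2.74 for entry 191772, 2.26 for entry 306914 and 1.95 for *Prevotella*. Each is a difference in an entry that the paper does not discuss. For *Prevotella* the lack of overlap holds in percentages only, since the highest control diet-fed and the lowest soy peptide-fed mouse both had 13 reads. The *gnavus* entries are single references between which similar reads can be split, and all *gnavus* entries together did not pass by diet. The most abundant *gnavus* entry, 267335, was at 0.830 ± 0.730% on the control diet and 0.971 ± 0.740% on the soy peptide diet (SD, n = 6). Entry 269103 was at 0.0265% on the control diet and 0.260% on the soy peptide diet.

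Other splits of the same mice were tested for the number of taxa past the threshold. For diet, 1 of 100 splits, the real one, gave as many as the real 28, and the highest of the others gave 9. For rearing, 1 of 100 splits, again the real one, gave as many as the real 4, and the highest other gave 1. A chance division of single mice thus seldom gives as many taxa as the real counts. The splits move single mice, so they cannot exclude a difference between cages if the GH mice of a group shared 1 cage. For the interaction the real count was 0 with edgeR (9 taxa at an unadjusted p under 0.05, 3 with DESeq2 and 1 with limma). All 100 of 100 splits reach a count of 0 whatever the data, so this comparison decides nothing, and the highest other gave 4. With 3 mice against 3 there are 10 splits, too few for a share under 0.05. The real counts and the highest others were 26 and 0 for diet in GH mice (1 split as large), 11 and 1 for diet in SI mice (1 split), 3 and 0 for rearing on the control diet (1 split), and 0 and 1 for rearing on the soy peptide diet (all 10 splits, since each reaches a count of 0; with edgeR, 10 taxa at an unadjusted p under 0.05, 3 with DESeq2 and 0 with limma).

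*Allobaculum* made up a lower percentage of the reads on the soy peptide diet. Where the amounts of the other taxa stay the same, a rise of S24-7 lowers the percentage of each of them. S24-7 rose by 17.1 percentage points, and the reads outside S24-7 went from 88.4% to 71.3%. Among the reads outside S24-7, *Allobaculum* did not pass by diet (exact permutation test, p = 0.560), so the rise of S24-7 is a candidate explanation for its lower percentage. Over the counts outside S24-7 its log2 fold change was -0.06, with a 95% interval from -0.46 to 0.34 (edgeR). The upper bound of 0.3412 lies above 0 and the lower bound below it, so a fall of *Allobaculum* relative to the other taxa, as a biological effect of the diet, cannot be told apart from no change. Total bacterial load was not measured.

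More taxa passed by diet in GH mice (26) than in SI mice (11). GH mice lay closer to their group mean than SI mice, at a Bray-Curtis distance of 0.0750 ± 0.0156 against 0.115 ± 0.0217 (SD, n = 6, exact permutation test, p = 0.010), and at p = 0.075 without SI control mouse 3 and 0.085 without SI soy mouse 3. The counts of 26 and 11 come from 1 model whose dispersions are shared by the 4 groups, so its median standard errors of 0.588 in GH and 0.583 in SI mice are nearly equal by construction. Fitted separately, 34 taxa passed in GH and 10 in SI mice, and over the 60 taxa tested in both the median standard error in GH mice was 0.8025 times that in SI mice. A smaller spread may thus make equal changes easier to call in GH mice in separate fits, and whether it adds to the counts of the shared model stays open. A shared cage and rearing are the same division of the mice and cannot be told apart. The same 75000 reads were used for every mouse, so the ratio of assigned reads in GH over SI mice, 0.99992, does not test the depth at which they were first sequenced. The median size of the log2 fold changes in SI mice was 0.8725 times that in GH mice, and 0 taxa passed the interaction test with edgeR (9 at an unadjusted p under 0.05, 3 with DESeq2 and 1 with limma). A weaker action of the diet in SI mice therefore cannot be told apart from an equal one.

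*Lactococcus* was higher on the soy peptide diet in its mean, at 1.4903 times the percentage on the control diet (adjusted p = 0.0521 from edgeR). Control diet-fed mice had 382 to 536 reads of it and soy peptide-fed mice 596 to 818 (exact permutation test of percentages, p = 0.005, not adjusted). At an equal bacterial load, dead starter cells in casein would give less of it on the soy peptide diet, which holds 7% casein in place of 14%. Under that condition the ratio argues against casein as the main source. Total bacterial load was not measured, so the condition could not be checked. Reads of a reagent contaminant would rise along with those of the reagent and skin genera, which differed by 0.0022315 percentage points (exact permutation test, p = 0.100). These genera had too few reads to decide, so such a contaminant cannot be told apart from living *Lactococcus* or from cells carried by the soy peptides, which were not tested.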

How the results depend on the processing

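The alternatives without the S24-7 reads were chosen after the data were seen, and the others before the data were examined. No result changed its direction past a threshold under any of them. By diet, 27 taxa passed with TMM factors, 33 with DESeq2, 32 with limma, 31 with no filter, 24 with at least 100 reads, 21 genera, and 24 to 31 when single mice were left out. Without the S24-7 reads 34 taxa passed by diet (26 of the 28 kept), 26 in GH and 16 in SI mice. The rise of S24-7, the falls of *Bacteroides* and [*Prevotella*], and the separation of diets at the family, genus and species levels stayed on their side of the threshold under all alternatives. For single taxa named in the text, the alternatives that keep all mice gave 276 results, of which 15 lost the threshold and 11 gained it. Leaving out single mice gave 474, of which 64 lost it and 8 gained it. The median log2 fold change of all taxa by diet was 0.23, 0.11 with TMM factors, 0.08 with DESeq2 and 0.39 with limma, and in SI mice 0.15, -0.06, -0.03 and 0.38. With this shift the taxa higher and lower in SI mice went from 6 and 5 to 6 and 12 with TMM factors, 9 and 13 with DESeq2 and 6 and 8 with limma, those in GH mice from 12 and 14 to 13 and 10 with limma, and those by rearing on the control diet from 0 and 3 to 2 and 4 with DESeq2 and 3 and 2 with limma.

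Counts that moved by more than 1.5-fold follow, and the cause was not tested except that fewer taxa or mice enter some of them. With TMM factors 18 taxa passed by diet in SI mice. DESeq2 gave 22 in SI mice, 7 by rearing, 6 by rearing on the control diet, 3 by rearing on the soy peptide diet and 3 for the interaction. Limma gave 5 by rearing on the control diet and 1 for the interaction. No filter gave 8 by rearing and 1 by rearing on the soy peptide diet. At least 100 reads gave 0 by rearing and 0 by rearing on the control diet. That filter leaves out *gnavus* entries 174952 and 173192 and *Clostridiaceae* with no genus, so it could not retest their calls. Reads summed to genus gave 16 by diet in GH mice, 6 in SI mice, 0 by rearing and 1 by rearing on the control diet. A fit of only the groups compared gave 6 by rearing on the control diet.

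Leaving out single mice gave 13 to 29 taxa by diet in GH mice (13 without GH soy mouse 1, 16 without GH control mouse 2, 17 without GH control mouse 1) and 8 to 14 in SI mice. By rearing it gave 1 to 4, with 1 or 2 in 10 of the 12 runs, all but those without SI soy mouse 1 or 3. By rearing on the control diet it gave 0 to 5, with 0 without GH control mouse 2, 1 without GH control mouse 1 or 3 or SI control mouse 3, and 5 without GH soy mouse 2 or SI soy mouse 1. By rearing on the soy peptide diet it gave 0 to 2 (2 without SI soy mouse 1, 1 without SI soy mouse 3), and for the interaction 0 to 1 (1 without SI soy mouse 1). Taxon lists by rearing numbered 0 to 2 (0 without SI soy mouse 1 or 2).

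Among relative abundances, the difference of *Actinobacteria* by diet was -1.05 on centred log-ratios (exact permutation test, adjusted p = 0.103) and -2.94 to -2.45 percentage points when single mice were left out (adjusted p = 0.090 without SI control mouse 2). Without that mouse the diets still did not overlap in *Actinobacteria*, but the difference of -2.45 percentage points was the smallest of these runs. The difference of *Allobaculum* by diet was -0.364 on centred log-ratios (adjusted p = 0.100). [*Prevotella*] by rearing was 1.20 on centred log-ratios (adjusted p = 0.040) and 1.50 to 3.00 percentage points when single mice were left out. It passed in 1 of these 12 runs, that without GH control mouse 3, which gave 3.00 (adjusted p = 0.020). The variation by diet was 0.207 for phyla. That by rearing was 0.164 on Aitchison distance and 0.0918 on square roots. With Ward linkage 2, 2 and 0 mice lay on the other diet's side for phyla, classes and orders, and leaving out single mice gave as few as 4, 3 and 3. The Shannon index by diet differed by -0.299 to -0.238 (adjusted p = 0.060 without SI control mouse 1 or 3 or SI soy mouse 1 or 2). The difference in distance to the group mean was 0.0165 to 0.0543.

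The labels give mice of different groups the same replicate numbers. After removing group means, the 18 pairs of mice with 1 number had correlations from -0.286 to 0.430 (median -0.003, and -0.002 for pairs with other numbers), so the numbers do not pair the mice. With the replicate number as a replicate block, 28 taxa passed by diet, 22 in GH mice, 11 in SI mice, 2 by rearing, 0 by rearing on the control diet, and the difference of *Actinobacteria* was -2.76 percentage points (exact permutation test, adjusted p = 0.141, over 64 regroupings whose smallest p is 0.03125). A taxon with 0 reads may hold up to 3 reads, and a 2-fold change is mostly below what 3 mice per group detect.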

Differences from the paper's values

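No value that the paper states for a measure computed here differed by more than 1.5-fold. The results below differ from statements of the paper.

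The paper states that GH and SI mice did not differ significantly at the species level. With edgeR, 4 of 76 taxa passed by rearing, while 0 passed when at least 100 reads were required or reads were summed to genus. The filter leaves out 2 of these 4, both *gnavus* entries, and the genus sums merge them with other entries, so neither retests them. Rearing accounted for 3.65% of the Bray-Curtis variation (exact permutation test, p = 0.460), which goes with the paper's statement, and for an R2 of 0.164 on Aitchison distance (p = 0.005). The paper refers for this statement to Fig. S2, whose legend gives p-values of clusters from bootstrap resampling, which were not computed here, so the tests differ.

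The paper reports main effects of rearing on *Actinobacteria* and *Prevotella*. Here the exact permutation tests gave p = 0.045 and p = 0.020 before adjustment, and adjusted p = 0.135 over 9 phyla and 0.080 over 4 taxa. The paper's statistics section names no adjustment over taxa. On centred log-ratios the effect on [*Prevotella*] passed (adjusted p = 0.040), as it did without GH control mouse 3 (adjusted p = 0.020).

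The clustering of Fig. S2 separates the diets at the order level. Here 4 mice lay on the side of the other diet with average linkage, and 0 with Ward linkage, an alternative set before the data were examined.

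The paper names *Allobaculum* among the taxa decreased by soy peptides. Its percentage passed here (exact permutation test, adjusted p = 0.015), and the test of all taxa with edgeR gave an adjusted p of 0.0841. It passed with DESeq2 (0.0361) and over taxa of at least 100 reads (0.0448).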

Other observations

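The diversity of the fecal bacteria was lower on the soy peptide diet. The Shannon index, which rises with the number of taxa and with their evenness, was 2.92 ± 0.0911 on the control diet and 2.65 ± 0.0916 on the soy peptide diet (SD, n = 6, exact permutation test, p = 0.010, adjusted p = 0.040 over 4 tests). The adjusted p was 0.060 without SI control mouse 1 or 3 or SI soy mouse 1 or 2. By rearing it was 2.80 ± 0.193 in GH mice and 2.76 ± 0.146 in SI mice (exact permutation test, p = 0.480). The number of taxa with reads did not pass by diet, at 97.5 ± 5.05 and 101.5 ± 4.28 (SD, n = 6, exact permutation test, p = 0.170, adjusted p = 0.320), or by rearing, at 101.2 ± 2.40 in GH and 97.8 ± 6.40 in SI mice (p = 0.240, adjusted p = 0.320).

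*Staphylococcus* had 1 to 7 reads in every GH mouse and 0 in every SI mouse. By diet it was at 0.00112% and 0.00335% (exact permutation test, p = 0.100, adjusted p = 0.170). It is the single genus of the reagent and skin list found here, and with so few reads its source cannot be read from the counts.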
